# Active intermixing of indirect and direct neurons builds the striatal mosaic

**DOI:** 10.1038/s41467-018-07171-4

**Published:** 2018-11-09

**Authors:** Andrea Tinterri, Fabien Menardy, Marco A. Diana, Ludmilla Lokmane, Maryama Keita, Fanny Coulpier, Sophie Lemoine, Caroline Mailhes, Benjamin Mathieu, Paloma Merchan-Sala, Kenneth Campbell, Ildiko Gyory, Rudolf Grosschedl, Daniela Popa, Sonia Garel

## Abstract

The striatum controls behaviors via the activity of direct and indirect pathway projection neurons (dSPN and iSPN) that are intermingled in all compartments. While such cellular mosaic ensures the balanced activity of the two pathways, its developmental origin and pattern remains largely unknown. Here, we show that both SPN populations are specified embryonically and intermix progressively through multidirectional iSPN migration. Using conditional mutant mice, we found that inactivation of the dSPN-specific transcription factor Ebf1 impairs selective dSPN properties, including axon pathfinding, while molecular and functional features of iSPN were preserved. *Ebf1* mutation disrupted iSPN/dSPN intermixing, resulting in an uneven distribution. Such architectural defect was selective of the matrix compartment, highlighting that intermixing is a parallel process to compartment formation. Our study reveals while iSPN/dSPN specification is largely independent, their intermingling emerges from an active migration of iSPN, thereby providing a novel framework for the building of striatal architecture.

## Abstract (web summary)

Striatal projection neurons exist as two distinct classes and are anatomically mixed in the brain. Here, Tinterri and colleagues show the developmental mechanism of this cellular mosaicism that relies on an intrinsic transcription factor for cell type specification and intermixed cellular migration.

## Introduction

The dorsal striatum controls major brain functions, such as motor behaviors and habit formation, through the coordinated activation of descending direct and indirect pathways. Consistently, loss or damage of striatal projection neurons (SPN) is associated with a spectrum of pathologies that include Parkinson’s disease, Huntington’s disease and obsessive-compulsive disorders. SPN are medium-spiny GABAergic neurons that account for 90–95% of striatal neurons and are divided into two subtypes: (i) direct SPN (dSPN), which project to the substantia nigra (SN), express the D1 dopamine receptor and the neuropeptide Substance P; (ii) indirect SPN (iSPN), which send axons to the globus pallidus (GP), express D2 dopamine receptor and the opioid peptide Enkephalin. Functionally, it is proposed that dSPN activation promotes action selection and positive reinforcement, whereas iSPN are important to suppress unwanted motor sequences^1–4^. dSPN and iSPN are completely intermixed within the striatum, thereby forming a relatively uniform mosaic^5,6^. Building on this relatively simple cellular organization, the dorsal striatum is split into at least two major compartments, cellular islands known as striosomes and a surrounding matrix, which form immunohistologically and functionally distinct modules differing by their input and output patterns of connectivity^7–11^. In such precise three-dimensional organization, the intermingling of dSPN and iSPN ensures the balanced activation of direct and indirect pathways.

While functional studies revealed distinct roles for dSPN/iSPN and striosomes/matrix, much less is known on how they develop. SPN are generated in the embryonic lateral ganglionic eminence (LGE) and migrate radially to form the striatum^12–17^. Both SPN subtypes are present in the entire striatum, except for a restricted caudal domain^5^, and several transcription factors have been involved in their generation and differentiation including Ctip2, FoxP1, and FoxP2^18–23^. In addition, distinct transcriptomic programs have been involved in the specification of either dSPN or iSPN, including Islet1 and Ebf1 for dSPN, or Sp9 and Six3 for iSPN^16,24–29^. In particular, the conditional inactivation of *Islet1* impairs the differentiation of early-born dSPN^24,28^ and the full inactivation of *Ebf1* leads to a defective development of late-born dSPN, disorganized projections to the SN and altered survival of matrix dSPN at postnatal stages^25–27^. Regardless of their subtype, early progenitors give rise to striosome SPNs whereas later-derived progenitors generate matrix SPN, which delineate the two compartments potentially via migration and selective cell-sorting^11,17,30–33^. In sharp contrast, how dSPN and iSPN are specified and integrated into striatal circuits remains largely to be characterized.

Here we show that formation of the striatal mosaic relies on the early specification of SPN subtypes combined with a dSPN-dependent tangential migration of iSPN. We found that dSPN and iSPN form two molecularly defined populations throughout development, which only progressively intersperse. Using time-lapse imaging, we observed that iSPN undergo multidirectional migration, thereby intermixing with dSPN. Furthermore, we took advantage of a unique combination of genetic tools, including embryonic in vivo fate map and conditional knockout models, to examine the role of *Ebf1* in the differentiation of dSPN and striatal mosaic formation. We found that *Ebf1* deletion in dSPN (i) perturbed specific aspects of direct neurons differentiation, leading to defective axogenesis and integration in cortico-striatal circuits, without affecting iSPN cardinal properties (ii) impaired intermixing of dSPN and iSPN in the matrix. These results establish *Ebf1* as a master regulator of dSPN connectivity and intermixing with iSPN in the matrix compartment. Furthermore, our study reveals that the active intermingling of early-specified dSPN and iSPN is required to assemble the striatal mosaic.

## Results

### Defining a molecular fingerprint of embryonic dorsal dSPN

To investigate how dSPN and iSPN are specified, positioned and assembled in the striatum, we searched for specific markers of these two neuronal populations during embryogenesis. To this aim, we took advantage of the BAC transgenic mouse line *Drd2-EGFP*^34^, which has been widely used to label iSPN in neonates and is expressed embryonically^35,36^. In addition, we crossed *R26*^*mt/mt*^ reporter mice^37^ with *Islet1*^*Cre*^ transgenic mice, which mediate Cre-recombination in dSPN from embryonic stages^24,28^. We first confirmed that these two distinct transgenic lines respectively labeled iSPN and dSPN at postnatal day (P) 5, when the two populations can be unambiguously defined^35^. In *Islet1*^*Cre*^*;R26*^*mt/+*^*;Drd2-EGFP* mice, we found that tdTomato-positive (tom^+^) cells constituted approximately half of all Ctip2^+^ SPN^18^ in both striosome and matrix compartments (as defined in Supplementary Fig. 1) and were largely unlabeled by *Drd2-EGFP* (Fig. 1a–d). Using these two mouse lines, we found that iSPN and dSPN lineages are non-overlapping throughout embryogenesis, consistently with previous studies focusing on SPN subtypes specification^16,24,26–29^. We furthermore identified high expression of transcription factors FoxP2 and Ebf1 as specific of dSPN at E13.5 and E17.5 (Fig. 1e–h). These results identify a dSPN developmental fingerprint which, combined to the iSPN-specific *Drd2-EGFP* expression, delineates two segregated populations of Ctip2^+^/Foxp1^+^SPN throughout development (Fig. 1i). Our findings thus indicate that dSPN and iSPN exhibit distinct molecular identities from the earliest steps of striatogenesis and provides us with tools to follow their integration in the striatal architecture.

**Fig. 1:**
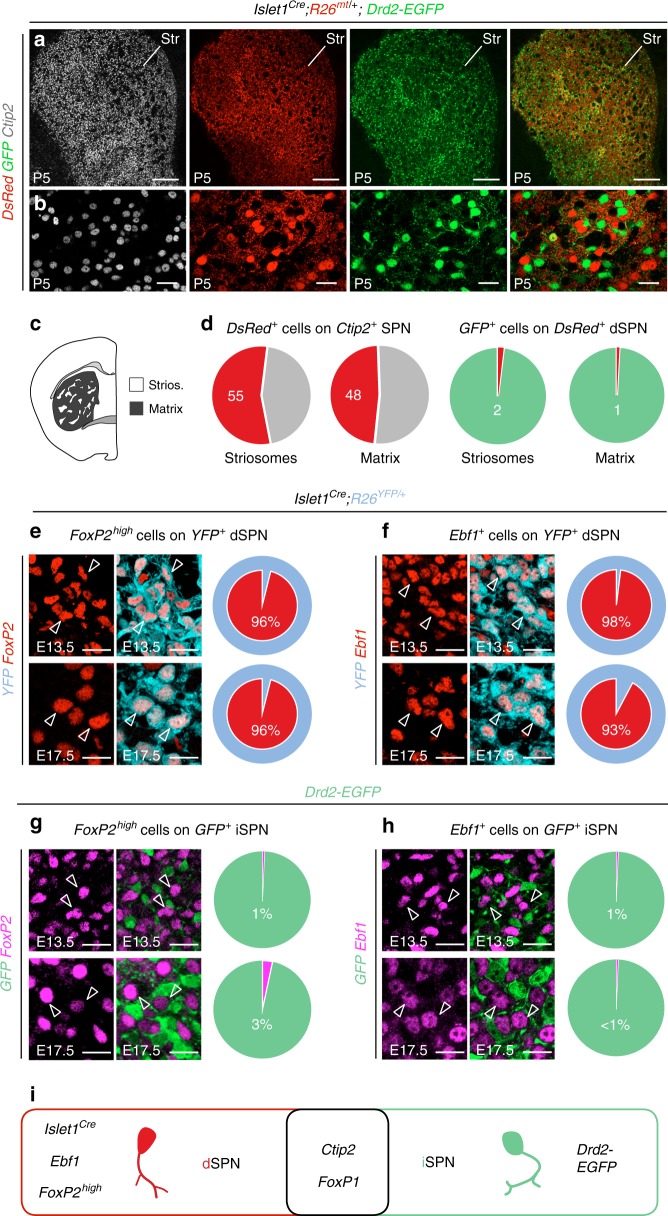
Definition of an embryonic molecular fingerprint of dSPN. **a**, **b** Coronal section of P5 *Islet1*^*Cre*^*;R26*^*mt/+*^*;Drd2-EGFP* mice showing Ctip2-immunostaining in all SPN and non-overlapping labeling of tdTomato in dSPN and GFP in iSPN in the dorsal striatum (Str). **c** Schematic representation of striatal compartments. **d** Quantification of the percentage of tdTomato^+^ dSPN in striatal compartments (*n* = 3 mice), on the total of Ctip2^+^ cells (55 ± 2% in Strios., 48 ± 7% in matrix) and on the total of GFP^+^ cells (2 ± 1% in Strios., 1 ± 1% in matrix). **e**, **f** Co-immunostaining for FoxP2^high^ and Ebf1 labels the YFP-positive dSPN lineage in *Islet1*^*Cre*^*;R26*^*YFP/+*^ embryos at both E13.5 (96 ± 1% for Foxp2^high^; 98 ± 1%for Ebf1) and E17.5 (96 ± 2% for Foxp2^high^; 93% ± 1% for Ebf1) (*n* = 3 mice for each stage). **g**, **h** Conversely, *FoxP2* and *Ebf1* are scarcely co-expressed by *Drd2-EGFP* *+* cells at E13.5 (1 ± 1% and 1 ± 0,1% of GFP^+^ cells, respectively) and E17.5 (3 ± 3% and 1 ± 0,1% of GFP^+ ^cells, respectively) (*n* = 3 mice for each stage). **i** Schematic representation of the embryonic genes common and specific to dSPN and iSPN. Results are presented as mean values ± sem. Scale bars equal 250 μm (**a**), and 25 μm (**b**, **e**–**h**). Str striatum, Strios. Striosomes

### iSPN progressively intermix with dSPN via intrastriatal migration

We took advantage of the early molecular fingerprints to monitor the dynamics of SPN distribution and thereby extend our comprehension of how the two populations are specified and assembled (Fig. 2). Previous studies showed that all SPN are generated in the LGE over an extended period of time and migrate radially to form the striatum^12–15,17^. Moreover, birthdating experiments indicate that a majority of earliest-born SPN are dSPN^17,30^. Consistently, we found that the striatum at E12.5 contained mostly dSPN neurons and few scattered GFP^+^ iSPN (Fig. 2a, b). GFP + iSPN were detected in larger numbers at E13.5 and E14.5, albeit concentrated in the lateral striatum (Fig. 2c–h), which contains early-born neurons that will mostly contribute to striosomes^14,38^. From E15.5 onwards, we detected a progressively increasing number of GFP^+^  iSPN in the initially dSPN-dense part of the medial striatum (Fig. 2i–n). Thus iSPN generated in the LGE proliferative zones intersperse into dSPN-dense territories, first in the lateral striatum and then medially, in a gradual process that spans several days (Fig. 2o). This phenomenon was temporally and spatially overlapping with the formation of striosome and matrix compartments^14,15,17,31^.

**Fig. 2:**
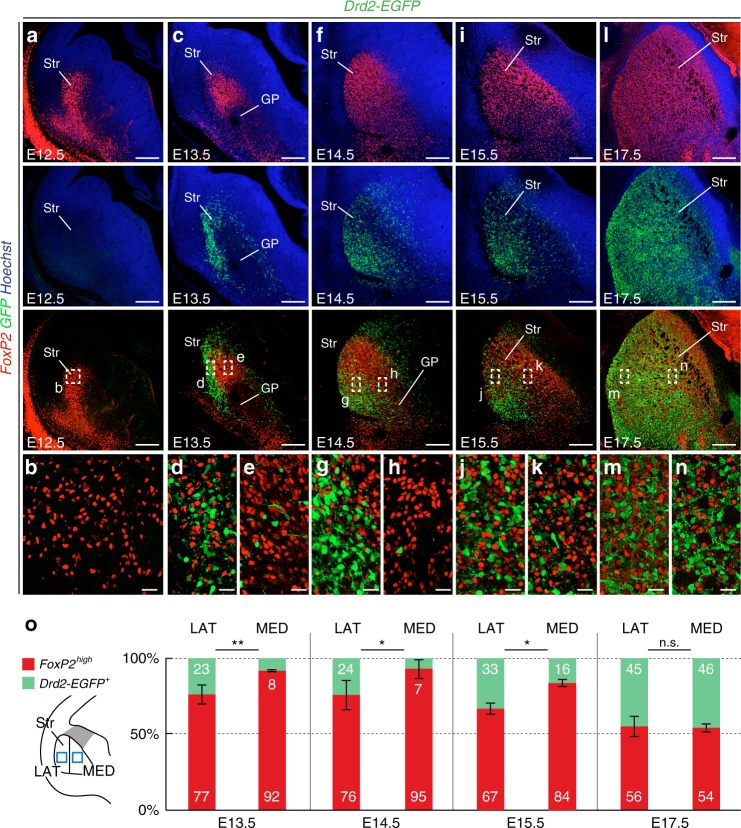
Progressive insertion of iSPN into the dSPN-dense striatal mantle. **a**, **b** At E12.5, only FoxP2^+^ dSPN are located in the striatal mantle, while *Drd2-EGFP*^*+*^ iSPN cannot be detected (inset in **b**). **c**–**e** At E13.5, *Drd2-EGFP*^*+*^ iSPN are mostly located in the lateral mantle (inset in **d**, 23 ± 6% of total number of *Drd2-EGFP*^*+*^ and *FoxP2*^*+*^ cells) while almost none are detected medially (inset in **e**, 8 ± 1%, *p* = 0.008). **f**–**h** At E14.5, *Drd2-EGFP*^*+*^ cells account for 24 ± 10% of all SPN laterally, but only 7 ± 6% medially (insets in **g** and **h**, *p* = 0.02). **i**–**k** At E15.5, more iSPN are found in the medial part of the striatum, but the distribution is still significantly different (insets in **j** and **k**, 33 ± 3% laterally versus 16 ± 4% medially, *p* = 0.01). **l**–**n** At E17.5, iSPN are distributed similarly in the lateral and medial striatum (insets in **m** and **n**, 45 ± 7% laterally versus 46 ± 2% medially, *p* > 0.05), showing that iSPN progressively achieve a homogeneous distribution in the striatum. **o** Quantifications of the dSPN Foxp2^high^  /iSPN GFP^+^ distribution (at least *n* = 3 mice for each stage). Results are presented as mean ± standard deviation. Two-tailed non-parametric Mann–Whitney *U* test was used for statistical comparison; *p-value < 0.05, **p-value < 0.01. Scale bars equal 200 μm (**a**, **c**, **f**, **I**, **i**) and 25 μm (**b**, **d**, **e**, **g**, **h**, **j**, **k**, **m**, **n**). GP globus pallidus, LAT lateral striatum, MED medial striatum, Str striatum

Such progressive emergence of Drd2-EGFP^+^ cells in dSPN-dense territories could be explained by: (i) delayed expression of *Drd2-EGFP* compared to dSPN markers; (ii) sequential generation of dSPN and iSPN for each territory; (iii) tangential dispersion of iSPN in the striatal mantle. To discriminate between these non-exclusive possibilities, we first examined whether immature iSPN in the LGE subventricular zone (SVZ) expressed *Drd2-EGFP* and whether timed EdU injections showed preferential labeling of either iSPN or dSPN. We found that immature iSPN already expressed *Drd2-EGFP* in the SVZ (Supplementary Fig. 2a-b) and that both iSPN and dSPN neurons were produced continuously from E11 onwards (Supplementary Fig. 2c-e), consistently with previous studies^17,36^. iSPN, however, constitute a minority of the early-born SPN, as revealed by EdU staining (Supplementary Fig. 2c-e) as well as labeling with the dSPN-specific Foxp2 immunostaining and *Islet1*^*Cre*^-driven recombination (Supplementary Fig. 2f-h). Taken together, our results indicate that *Drd2-EGFP* labels iSPN as they differentiate and enter the striatum primordium.

It is thus unlikely that mosaic formation is entirely due to either a delay in *Drd2-EGFP* expression or a sequential production of SPN subtypes. To examine whether iSPN disperse tangentially inside the striatum, we performed two-photon time-lapse imaging on *Drd2-EGFP* embryonic slices^39^. We found that GFP + iSPN show multidirectional saltatory migration within the striatal mantle at E15.5 (Fig. 3a–e; Movie 1). By performing cell behavior analyses over several time-lapse acquisitions, we found that iSPN have a global displacement away from the SVZ but present multidirectional trajectories inside the striatum (Fig. 3f–i and Supplementary Fig. 3). In particular, iSPN changed their migration direction over time (Movie 1). Importantly, we confirmed that *Drd2-GFP*^+^  cells in slices are Ctip2^+^  SPN and that the processes of these neurons also present multiple orientations in fixed embryonic tissue (Supplementary Fig. 3). Thus, in contrast to the assumption that SPN only migrate radially, iSPN undergo a tangential migration within the striatum and intermix with dSPN.

**Fig. 3:**
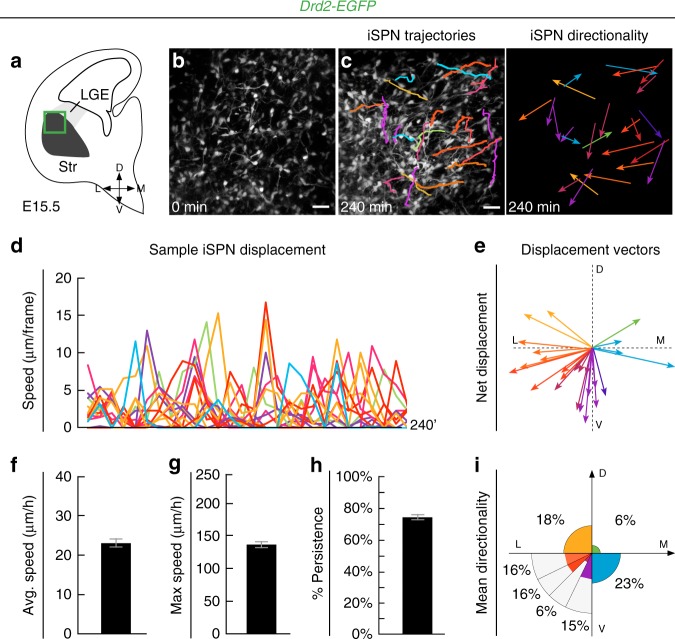
Tangential migration of iSPN in the striatal mantle. **a** Schematic coronal hemisection of a *Drd2-EGFP* *+* slice illustrating the area where multi-photon time-lapse imaging was performed. **b**–**e** Sample image (**b**, **c** with superimposed trajectories of individual cells) from a video tracking of iSPN migration allowing the identification of cell trajectory and directionality (**c**), saltatory behavior (**d**), and multidirectional displacement vectors (**e**; colors illustrate directionality). **f**–**i** Analysis of all tracked iSPN (*n* = 61 cells, *n* = 4 independent experiments) shows a moderate average net speed (**f**, 21.3 ± 1 μm/h), a high maximum speed (**g**, 124.8 ± 5 μm/h) and strong persistence (**h**, 74 ± 15%, ratio between net displacement speed and total distance traveled). **i** Analysis of mean directionality shows that iSPN migrate tangentially within the striatal mantle (color code similar to **c** and **e**). Results are presented as mean ± s.e.m. Scale bar equals 30 μm. D dorsal, L lateral, LGE lateral ganglionic eminence, M medial, Str striatum, V ventral

Taken together, our work shows that dSPN and iSPN form segregated embryonic populations that intermix over time, first in the lateral early-born proto-striosomes and then in the medial region. This process occurs at least in part via a multidirectional migration of iSPN thereby raising questions about the underlying mechanisms and possible interactions between the two populations.

### *Ebf1* conditional deletion affects specific aspects of dSPN differentiation

To address these issues, we searched for mouse models selectively perturbing the development of one of the SPN subtypes. Transcription factors specifically involved in either dSPN or iSPN differentiation include Islet1 and Ebf1 or Sp9 and Six3, respectively^16,24–29^. In contrast to *Islet1, Six3,* or *Sp9* deletions, which induce cell death in the targeted population^16,24,28,29^, *Ebf1* inactivation has been previously proposed to impair dSPN wiring in the striatal matrix^25–27^. We thus generated and compared two different conditional *Ebf1* mutants (cKO), using the dSPN-restricted *Islet1*^*Cre*^ line and the *Dlx5/6::Cre*. Indeed, *Islet1*^*Cre*^ drives recombination in dSPN and cholinergic interneurons^24,28,40^ and *Dlx5/6::Cre* recombines in all SPN and all interneurons^41–44^. Importantly, *Ebf1* is not expressed in striatal interneurons (Supplementary Figs. 1a-c) and the two cre lines are non-overlapping outside of the ventral telencephalon^40,41,44,45^. Thus comparing the phenotypes shared in these two conditional mutants (cKO) allowed us to determine the deficits due to *Ebf1* inactivation in dSPN. As expected, Ebf1 was absent from the entire striatal mantle at E17.5 in both cKOs (Fig. 4b–d) and striatal size was slightly reduced, as in *Ebf1*^*−/−*^ mice^25^. However, all the generic early SPN markers we examined, including Ctip2 (Fig. 4e–g), Foxp1, Gad1 (not shown), DARPP-32 (Fig. 8j–l) indicated that the striatum was still formed by GABAergic neurons with a SPN-like identity. In order to compare the phenotypes in the two cKOs and gain insights in the molecular programs controlled by *Ebf1*, we performed RNA-sequencing (RNA-seq) in striatal tissue of control, *Islet1*^*Cre*^*;Ebf1*^*fl/*^^−^ and *Dlx5/6::Cre;Ebf1*^*fl/*^^−^ embryos at E17.5 (Fig. 4h–k and Supplementary Data 1 and 2). 

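Striatal tissue of 9 embryos at E17.5 was sequenced after selection of polyadenylated RNA, 3 embryos labelled Control, 3 labelled Islet1Cre;Ebf1fl/− and 3 labelled Dlx5/6::Cre;Ebf1fl/−. The paper describes the recombination by Islet1Cre as restricted to dSPN and cholinergic interneurons, whereas Dlx5/6::Cre recombines in all SPN and interneurons. According to the paper, genotypes were identified by PCR before the RNA was taken. Libraries were made from 400 ng of total RNA and read over 75 bp. The authors trimmed runs of unread bases at the ends and removed short and low-quality reads, mapped the rest to the mouse genome, removed reads that matched more than 1 position, and counted what was left on Ensembl genes. The deposited values are these counts, without normalization, for 44886 genes, of which 26563 had a count in at least 1 embryo. Counts on genes totalled 32651412, 37366666 and 31677448 in controls 1 to 3, 22702769, 41507049 and 16548083 in the libraries labelled Islet1Cre;Ebf1fl/−, and 27915040, 33054799 and 38002318 in those labelled Dlx5/6::Cre;Ebf1fl/−. The paper gives another depth, 37.5 ± 8.95 M reads passing the filter per sample, which precedes mapping; the values below rest on the counts on genes, 31.3 ± 7.86 M (SD, n = 9). No 2 embryos of a genotype differed by as little as sampling noise, with a chi-square per degree of freedom of at least 10.8 between any pair, and each was counted as a separate sample.
Ebf1 itself, ENSMUSG00000057098, lies on chromosome 11 from 44617317 to 45008091 of GRCm38 and is a protein-coding gene. Its normalized count was 7945, 14208 and 9697 in the controls, 15343, 13866 and 13210.0 in the libraries labelled Islet1Cre;Ebf1fl/−, and 11774, 13079 and 15312 in those labelled Dlx5/6::Cre;Ebf1fl/−. The log2 fold change of Ebf1 over control was 0.41 (95% interval 0.01 to 0.81, adjusted p = 0.599) and 0.33 (95% interval −0.06 to 0.73, adjusted p = 0.399) in the respective comparisons by edgeR. Ebf1 counts were thus not lower in either genotype, so they do not check the genotypes, which are given here as labelled. A count over the whole gene does not show whether part of it was deleted. According to the paper, heterozygous embryos served as controls, and the labels do not say which Ebf1 alleles the controls carried.
Genes were tested with edgeR's quasi-likelihood test on all 9 samples in a single fit, with TMM normalization, edgeR's own filter on low counts and Benjamini-Hochberg adjustment, which kept 16368 genes. All adjusted p values come from this fit unless another is named. Normalized counts are counts divided by DESeq2's size factors, given as mean ± SD over 3 embryos. Gene positions are those of GENCODE M21 on GRCm38. The tool, the filter on low counts and the set of samples in the fit moved the number of differentially expressed genes by more than 1.5 times, as did the embryo code described next and single embryos left out. The codes of the embryos labelled Islet1Cre;Ebf1fl/− begin with IE, those of the embryos labelled Dlx5/6::Cre;Ebf1fl/− with D, and 2 controls have the first and 1 control the second, so that the code and the genotype are partly confounded.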

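With an adjusted p value below 0.05 in edgeR's quasi-likelihood test, 159 genes differed between the embryos labelled Islet1Cre;Ebf1fl/− and the controls, 82 lower and 77 higher. Between the embryos labelled Dlx5/6::Cre;Ebf1fl/− and the controls, 392 genes differed, 220 lower and 172 higher. Of these, 147 genes changed in the same direction in both, 76 lower and 71 higher. They made up 92.5% of the genes of the first list and 37.5% of those of the second. The other 245 genes of the second list did not pass the threshold in the first comparison, but 244 of them changed there in the same direction. A direct test between the 2 mutant genotypes found 0 genes past the threshold, and 844 genes with an unadjusted p value below 0.05. With 16368 genes tested, about as many would fall below that level with no difference at all. By this test the longer list was thus not shown to reflect a larger effect of 1 genotype. The same comparison found 18 genes with DESeq2's Wald test and 13 with no filter on low counts. Which list was longer, and the shares, depended on the fit. With only the 6 samples of each comparison the Islet1Cre;Ebf1fl/− list was the longer, 259 genes against 181, with shares of 44.8% and 64.1%. With the prefix of the embryo code as a covariate the shares were 27.9% and 53.1%. Of the 147 common genes, 95 changed more in the embryos labelled Dlx5/6::Cre;Ebf1fl/−, with a median absolute log2 fold change of 1.11 against 1.02. Across all genes tested, which are not independent replicates, the 2 sets of log2 fold changes correlated with Pearson's r = 0.630. Both sets share the 3 control embryos, and when each mutant was set against different controls the median r over 6 assignments was 0.309. Of 100 splits of the 9 embryos into 3 groups with 1 embryo of each number, the real one included, 20 gave an r at least as large.
Samples with the same replicate number did not deviate together from their group means, with a mean correlation of −0.02 against 0.01 for different numbers. With the replicate number as a block, 143 genes passed in the Islet1Cre;Ebf1fl/− comparison, 363 in the Dlx5/6::Cre;Ebf1fl/− comparison and 132 in both, with 0 between the mutants (737 at an unadjusted p below 0.05) and r = 0.647. The embryo code moved the number for the Dlx5/6::Cre;Ebf1fl/− comparison most. With its prefix as a covariate, 61, 32 and 17 genes passed in the respective comparisons and in both. Without replicate 2 labelled Islet1Cre;Ebf1fl/−, 15 genes passed in the Islet1Cre;Ebf1fl/− comparison. Among embryos whose code begins with IE, 169 genes passed between the 3 embryos labelled Islet1Cre;Ebf1fl/− and 2 controls. All 169 of these genes changed in the same direction between the 3 embryos labelled Dlx5/6::Cre;Ebf1fl/− and the 1 control whose code begins with D, a comparison with no replicate of the control and no embryo in common with the first. These directions follow the labels, which the Ebf1 counts do not check.

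**Figure D1:**
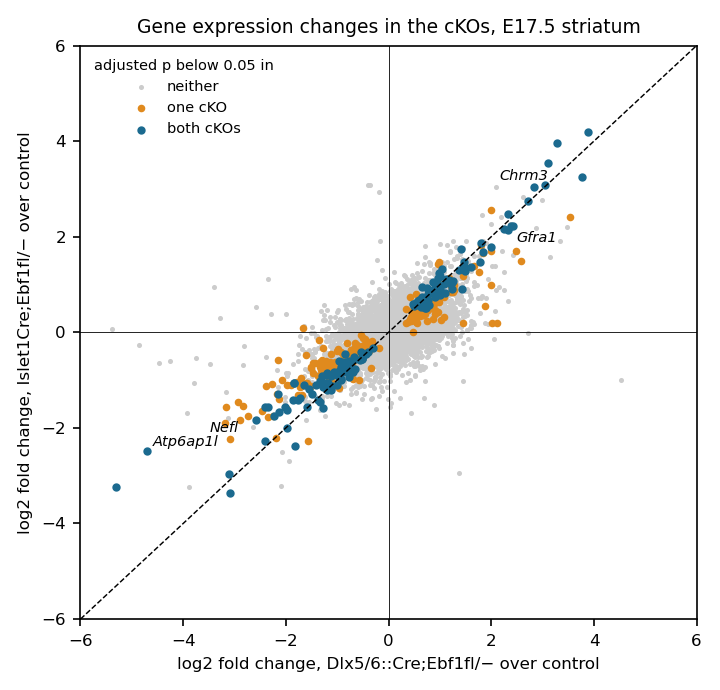
Log2 fold change over control of 16368 genes in the embryos labelled Dlx5/6::Cre;Ebf1fl/− (x axis) and Islet1Cre;Ebf1fl/− (y axis), with genes past an adjusted p value of 0.05 in both genotypes in blue (147), in 1 genotype in orange (257) and in neither in grey. 10 genes lie outside the axes, and the dashed line marks equal changes, near which most blue points lie.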

Importantly, most genes were commonly deregulated in the two cKOs (Figs. 4h–k and Supplementary Data 1 and 2) suggesting that inactivation of *Ebf1* in dSPN or all SPN lead to similar phenotypes. To compare the data sets, we examined genes that were previously identified as representative of the core SPN generic identity, versus specific of dSPN or iSPN identity^24,26,28,29,46^. We found that genes associated with a generic SPN identity or with iSPN identity were not significantly altered in both mutants (Fig. 4h, i and Supplementary Data 1 and 2). In contrast, the expression of genes associated with dSPN were either preserved (*Drd1, Foxp2, Islet1, Pdyn*), or severely deregulated in both mutant models (Fig. 4j, k and Supplementary Data 1 and 2). 

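The generic SPN genes examined were Ctip2 (Bcl11b), Darpp-32 (Ppp1r1b), Foxp1, Gad1 and Gad2. Their log2 fold changes over control lay between −0.33 and 0.23 in the embryos labelled Islet1Cre;Ebf1fl/−, with the smallest adjusted p value in edgeR's test at 0.303, and none passed the threshold. In the embryos labelled Dlx5/6::Cre;Ebf1fl/− they lay between −0.53 and 0.23, and Foxp1, on chromosome 6 from 98925338 to 99522721, passed it. Its normalized count was 19627 ± 1772 in controls, 15626 ± 165 in embryos labelled Islet1Cre;Ebf1fl/− and 13587 ± 1996 in those labelled Dlx5/6::Cre;Ebf1fl/− (SD, n = 3 each), a log2 fold change of −0.53 in the latter (standard error 0.11, adjusted p = 0.0305 by edgeR). This call was lost in 7 of 9 fits that each left out 1 embryo and with the embryo code prefix as a covariate. Some of these 7 fits left out an embryo labelled Islet1Cre;Ebf1fl/−, which is not in this comparison. There the log2 fold change stayed at −0.53, with adjusted p values of 0.053, 0.051 and 0.057 by edgeR. Those losses do not show a smaller change. Fig. 4h marks the same gene as changed. Ctip2, on chromosome 12 from 107910403 to 108003602, had 24655 ± 1761 normalized counts in controls against 20902 ± 873 and 21549 ± 2132 in the 2 mutant genotypes, a log2 fold change of −0.24 and −0.19 that did not pass the threshold (adjusted p = 0.450 and 0.334 by edgeR).
Among the 6 iSPN genes, A2a (Adora2a), Drd2, Gpr6, Penk, Sp9 and Six3, the log2 fold changes ranged from −0.02 to 0.23 in embryos labelled Islet1Cre;Ebf1fl/− and from 0.15 to 0.42 in those labelled Dlx5/6::Cre;Ebf1fl/−. None passed the threshold, with smallest adjusted p values of 0.986 and 0.391 by edgeR. The 95% intervals of these 6 genes reached −0.52 to 0.72 and −0.29 to 0.91, so changes within these bounds were not excluded with 3 embryos per genotype. Drd2, on chromosome 9 from 49340627 to 49408177, had 1822 ± 321, 1899.5 ± 211 and 2022 ± 371 normalized counts in the 3 genotypes. Sp9, on chromosome 2 from 73271925 to 73284706, had 4059.6 normalized counts in 1 embryo labelled Dlx5/6::Cre;Ebf1fl/− against 2258 and 2064 in the others, and its log2 fold change fell to 0.04 without that embryo.

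**Figure D2:**
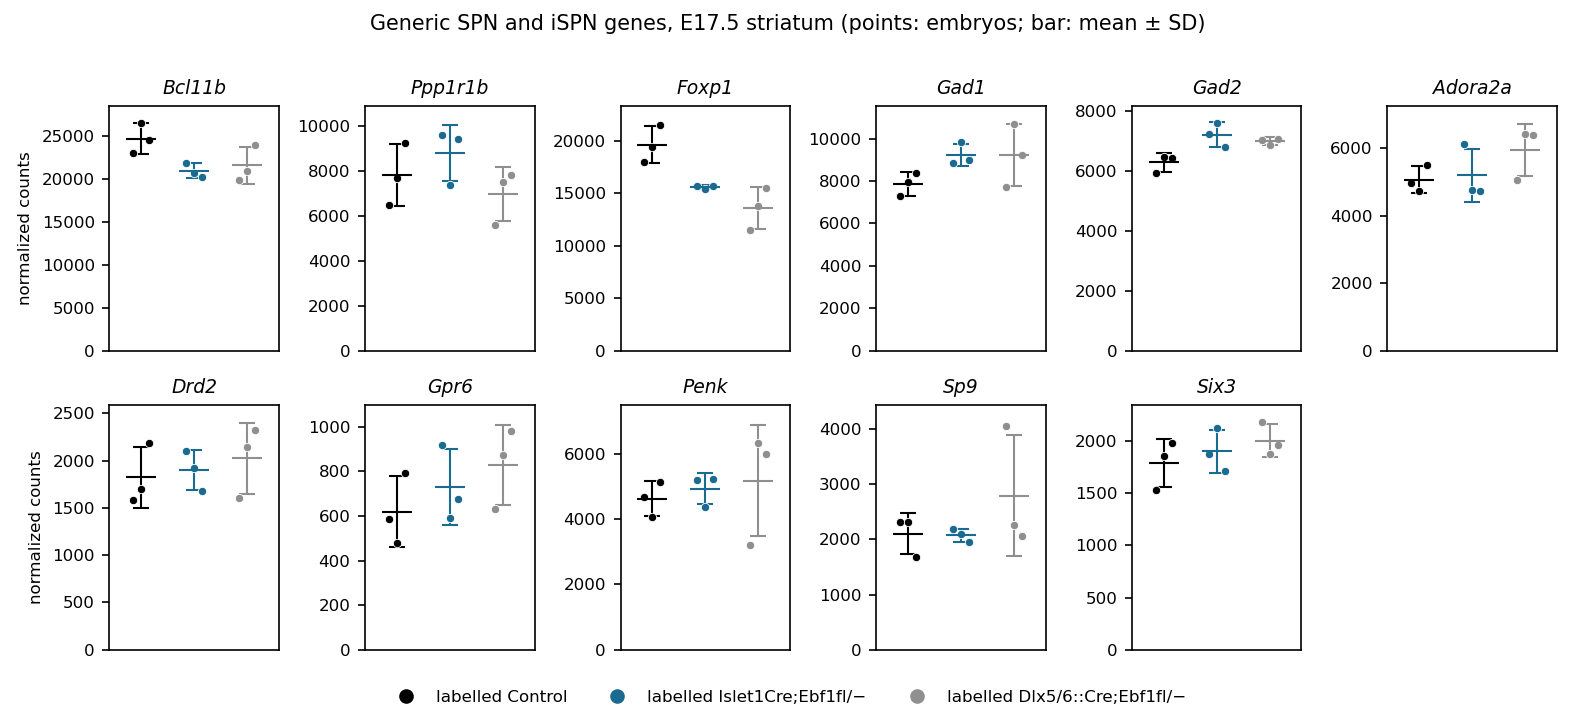
Normalized counts (y axis) of 5 generic SPN and 6 iSPN genes in E17.5 striatum, with 1 point per embryo and bars for the mean ± SD of 3 embryos, colored by the genotype label. The groups overlap for all iSPN genes, and among the generic SPN genes Foxp1 is lower and Gad2 higher in every mutant embryo than in every control.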

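Of the 9 dSPN genes of Fig. 4j, 4 passed the threshold in the embryos labelled Islet1Cre;Ebf1fl/− and 5 in those labelled Dlx5/6::Cre;Ebf1fl/−, all of them lower than in controls. Drd1, on chromosome 13 from 54051183 to 54055705, had 1428 ± 526 normalized counts in controls, 2271 ± 166 in embryos labelled Islet1Cre;Ebf1fl/− and 2067 ± 296 in those labelled Dlx5/6::Cre;Ebf1fl/−. Its log2 fold changes of 0.67 and 0.53 did not pass (adjusted p = 0.346 and 0.293 by edgeR). Their 95% intervals were 0.16 to 1.17 and 0.03 to 1.04. Each embryo labelled Islet1Cre;Ebf1fl/− lay above each control for Drd1, whereas those labelled Dlx5/6::Cre;Ebf1fl/− overlapped with the controls. Pdyn, on chromosome 2 from 129686565 to 129699844, went from 1738 ± 297 to 1193 ± 462 and 1020.4 ± 351 normalized counts, a decrease that did not pass in edgeR's test (adjusted p = 0.747 and 0.232), although each embryo labelled Dlx5/6::Cre;Ebf1fl/− lay below each control and the 95% interval there was −1.40 to −0.13. With no filter on low counts, the Pdyn decrease in embryos labelled Dlx5/6::Cre;Ebf1fl/− passed, at an adjusted p of 0.0456 in edgeR's test. Chrm4, on chromosome 2 from 91927249 to 91928688, fell from 516 ± 49.6 to 286 ± 69.6 and 184 ± 30.5 normalized counts. Its log2 fold change was −0.86 (standard error 0.19, adjusted p = 0.0762 by edgeR) in embryos labelled Islet1Cre;Ebf1fl/− and −1.48 (standard error 0.19, adjusted p = 0.00391) in those labelled Dlx5/6::Cre;Ebf1fl/−. In the former genotype the decrease did not pass edgeR's threshold, and it did with DESeq2's Wald test (adjusted p = 8.3e-04). With the embryo code prefix as a covariate, neither comparison passed for Chrm4 (adjusted p = 0.0881 by edgeR in embryos labelled Dlx5/6::Cre;Ebf1fl/−). Every mutant embryo had a lower Chrm4 count than every control. The directions follow the genotype labels, as Ebf1 counts were not lower.

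**Figure D3:**
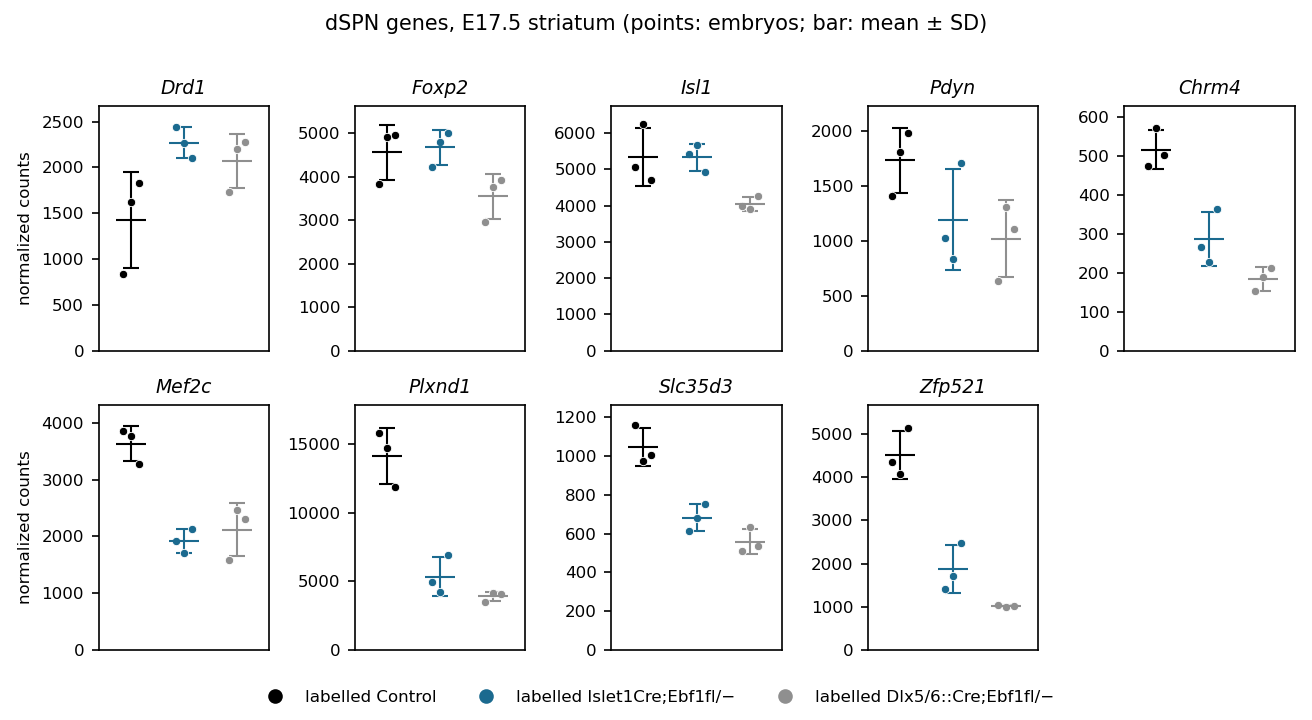
Normalized counts (y axis) of 9 dSPN genes, with 1 point per embryo and bars for the mean ± SD of 3 embryos, colored by the genotype label. For Chrm4, Mef2c, Plxnd1, Slc35d3 and Zfp521 each mutant embryo lies below each control, whereas Foxp2 overlaps between the groups.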

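Foxp2, ENSMUSG00000029563, lies on chromosome 6 from 14901349 to 15441977 of GRCm38 and Islet1 (Isl1, ENSMUSG00000042258) on chromosome 13 from 116298281 to 116309689, and both encode transcription factors. Normalized counts of Foxp2 were 4565 ± 633 in controls, 4680.1 ± 400.0 in embryos labelled Islet1Cre;Ebf1fl/− and 3550.4 ± 523 in those labelled Dlx5/6::Cre;Ebf1fl/− (SD, n = 3 each). Its log2 fold change was 0.03 (95% interval −0.25 to 0.32, adjusted p = 0.999 by edgeR) and −0.36 (95% interval −0.65 to −0.08, adjusted p = 0.202). With the replicate number as a block, the Foxp2 decrease in embryos labelled Dlx5/6::Cre;Ebf1fl/− passed the threshold (adjusted p = 0.0429 by edgeR). Islet1 had 5342 ± 804, 5337 ± 376 and 4049.6 ± 187 normalized counts. Its log2 fold change was −0.0036 (95% interval −0.23 to 0.23, adjusted p = 0.999 by edgeR) and −0.40 (95% interval −0.63 to −0.17, adjusted p = 0.0817). All 3 embryos labelled Dlx5/6::Cre;Ebf1fl/− had fewer Islet1 counts than any control, and the decrease passed the threshold with DESeq2's Wald test (adjusted p = 0.0186) and with no filter on low counts (adjusted p = 0.0312 by edgeR). This direction follows the labels, as Ebf1 counts were not lower.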

The preserved expression of Foxp2 and Islet1 shows that these transcriptional regulators must act in a partially distinct pathway. 

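Zfp521, ENSMUSG00000024420, a zinc finger gene on chromosome 18 from 13687013 to 13972787 of GRCm38, fell from 4526 ± 554 normalized counts in controls to 1867 ± 558 in embryos labelled Islet1Cre;Ebf1fl/− and 1018 ± 21.3 in those labelled Dlx5/6::Cre;Ebf1fl/− (SD, n = 3 each). The log2 fold change was −1.28 (standard error 0.17, adjusted p = 0.0110 by edgeR's quasi-likelihood test) and −2.15 (standard error 0.18, adjusted p = 6.1e-04). Mef2c, a MADS box transcription factor gene on chromosome 13 from 83504034 to 83667080, fell from 3639.7 ± 315 to 1922 ± 205 and 2122 ± 471 normalized counts, with log2 fold changes of −0.93 and −0.78 (adjusted p = 0.0213 and 0.0241 by edgeR). PlexinD1 (Plxnd1), on chromosome 6 from 115954811 to 115995005, fell from 14138 ± 2058 to 5343 ± 1396 and 3899 ± 330.3, with log2 fold changes of −1.41 and −1.86 (adjusted p = 0.00739 and 0.00104 by edgeR). Slc35d3, on chromosome 10 from 19847916 to 19851459, fell from 1048 ± 97.2 to 682 ± 69.4 and 559 ± 64.4 normalized counts, with log2 fold changes of −0.62 and −0.91 (adjusted p = 0.0408 and 0.00425 by edgeR). For these 4 genes each mutant embryo lay below each control. In the Islet1Cre;Ebf1fl/− comparison the calls were less stable when 1 of 9 embryos was left out in turn: Zfp521 and Plxnd1 each lost significance in 1 of 9 fits, Mef2c in 5 and Slc35d3 in 7. In the Dlx5/6::Cre;Ebf1fl/− comparison only Mef2c lost it, in 3. With the replicate number as a block, the Slc35d3 decrease in embryos labelled Islet1Cre;Ebf1fl/− had an adjusted p of 0.0832 in edgeR's test, and the other calls stood. With the embryo code prefix as a covariate, Zfp521 and Plxnd1 kept both calls, whereas Slc35d3 lost both (adjusted p = 0.109 and 0.111 by edgeR) and Mef2c lost that labelled Dlx5/6::Cre;Ebf1fl/− (adjusted p = 0.417 by edgeR). Among the 3 embryos labelled Islet1Cre;Ebf1fl/−, replicate 3 lay nearest to the controls for Zfp521, Mef2c, Plxnd1 and Slc35d3, with 2488 normalized counts of Zfp521 against 1408 and 1706 in the other 2 embryos, and its library held both Xist and Y-linked counts. The directions are those of the labels, which Ebf1 counts do not check.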

Deregulated genes encoded selective transcriptional regulators such as *Zfp521*, *Mef2c*^27,47,48^, transmembrane receptors such as *PlexinD1*, which is involved in synaptogenesis^19^, and intracellular effectors such as *Slc35d3*, which regulates D1 receptor trafficking^49^. These results were validated by in situ hybridization on selected key genes (Supplementary Fig.4). 

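Supplementary Fig. 4 shows 6 genes of axon development, Col25a1, Cxcr4, Map2k1, Nefl, Ntrk2 and Tenm2, and all 6 were lower than in controls past the threshold in both comparisons. By its legend, the analysis shown there started from genes lower in the same RNA-seq data. The decrease of these 6 genes here is therefore no independent evidence. Their log2 fold changes ranged from −1.83 to −0.56 in embryos labelled Islet1Cre;Ebf1fl/− and from −2.59 to −0.51 in those labelled Dlx5/6::Cre;Ebf1fl/−. Nefl, the neurofilament light chain gene on chromosome 14 from 68083863 to 68089095 of GRCm38, fell from 2984 ± 365 normalized counts in controls to 849 ± 309.6 and 494 ± 182 (SD, n = 3 each; adjusted p = 0.0177 and 0.00194 by edgeR). Tenm2, a teneurin gene on chromosome 11 from 36006656 to 37235964, fell from 4291 ± 460.0 to 2064 ± 188 and 1836 ± 241 (adjusted p = 0.00458 and 0.00104 by edgeR), and kept its calls in all 9 fits that left out 1 embryo, but it lies within 10 Mb of Ebf1. Ntrk2, on chromosome 13 from 58806569 to 59133970, changed least, with log2 fold changes of −0.56 and −0.51 (adjusted p = 0.0427 and 0.0392 by edgeR), and lost its calls in 8 and 7 of 9 such fits. In the comparison labelled Islet1Cre;Ebf1fl/−, Nefl lost its call in 4 of them, Cxcr4 in 3, and Col25a1 and Map2k1 in 2 each.
The 5 synaptic genes shown did not all change in the same direction. The muscarinic receptor gene Chrm3, on chromosome 13 from 9875486 to 10360847, rose from 76.9 ± 10.6 to 656 ± 121 and 641 ± 129 normalized counts, a log2 fold change of 3.08 and 3.05 (standard errors 0.20 and 0.20, adjusted p = 2.0e-04 and 2.1e-04 by edgeR). Cntnap4 rose by 1.05 and 1.24 and Clstn2 by 0.68 and 0.78 on the log2 scale, all past the threshold, yet without 1 embryo the call of Clstn2 was lost in 7 and 1 of 9 fits and that of Cntnap4 in 2 and 0. With the embryo code prefix as a covariate, Chrm3, Col25a1 and Tenm2 kept both calls, Clstn2 and Ntrk2 lost both, and Cntnap4, Cxcr4, Map2k1 and Nefl lost 1 of them each. Syt4, on chromosome 18 from 31437808 to 31447406, fell from 7832 ± 2802 to 2972 ± 1351 and 1773 ± 176 normalized counts, with log2 fold changes of −1.40 and −2.14. Its adjusted p in edgeR's test was 0.0680 in embryos labelled Islet1Cre;Ebf1fl/−, which did not pass, and 0.00538 in those labelled Dlx5/6::Cre;Ebf1fl/−. Cntnap3, on chromosome 13 from 64736182 to 64903955, had log2 fold changes of −1.32 (adjusted p = 0.0562 by edgeR) and −1.77 (adjusted p = 0.00854), and the latter call was lost with the prefix as a covariate (adjusted p = 0.0992 by edgeR). With the replicate number as a block, edgeR's adjusted p in embryos labelled Islet1Cre;Ebf1fl/− was 0.0142 for Syt4 and 0.0203 for Cntnap3. These directions rest on the labels, since Ebf1 counts were not lower in either mutant.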

Finally, Gene Ontology analyses revealed specific alterations of factors regulating axon development, cell–cell adhesion properties, and synaptogenesis in both cKOs (Supplementary Figs. 4m-o). 

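Set side by side, 0 of 5 generic SPN genes and 0 of 6 iSPN genes passed the threshold in both comparisons, against 4 of 9 dSPN genes. The dSPN genes that passed in both were Mef2c, Plxnd1, Slc35d3 and Zfp521, and those that passed in neither were Drd1, Foxp2, Isl1 and Pdyn, while Chrm4 passed in embryos labelled Dlx5/6::Cre;Ebf1fl/− only, as did Foxp1 among the generic SPN genes. With the embryo code prefix as a covariate, 2 of the 4, Plxnd1 and Zfp521, passed in both. With the replicate number as a block, Slc35d3 did not pass in embryos labelled Islet1Cre;Ebf1fl/− (adjusted p = 0.0832 by edgeR). Foxp2 then passed in those labelled Dlx5/6::Cre;Ebf1fl/− (adjusted p = 0.0429 by edgeR). In the latter genotype Isl1 also passed with DESeq2's Wald test (adjusted p = 0.0186), and both Isl1 and Pdyn passed with no filter on low counts. The lists were not tested against one another. The mutant genotypes are those of the labels. From its findings as a whole, the paper reasons that SPN acquire their common expression profile without Ebf1, while Ebf1 acts on part of dSPN differentiation.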

Taken together, our findings indicate that, while dispensable for the acquisition of a generic SPN transcriptomic profile, *Ebf1* regulates the expression of genes involved in selective aspects of dSPN differentiation.

**Fig. 4:**
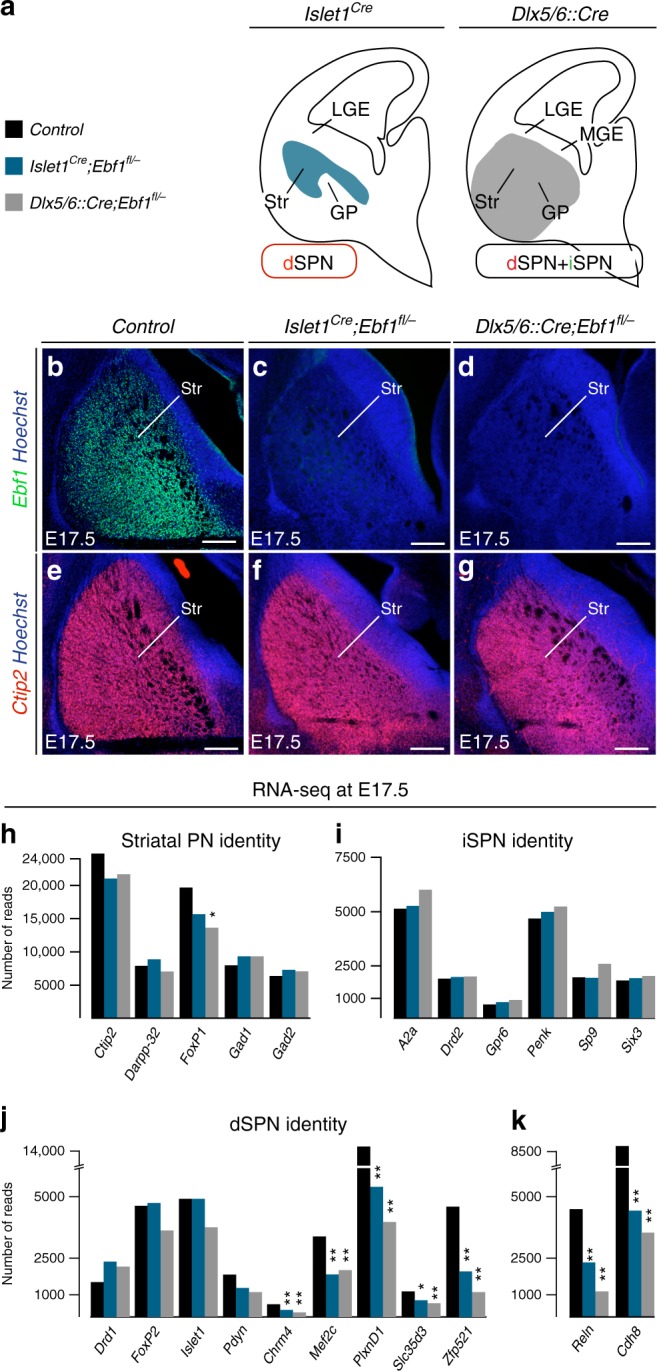
Two *Ebf1* conditional mutants similarly affect dSPN differentiation. **a** Schematic representations showing that *Islet1*^*Cre*^ and *Dlx5/6::Cre* lines drive recombination in differentiated dSPN of the mantle and SVZ/mantle SPN, respectively. **b**–**d** Immunostaining at E17.5 shows a complete absence of Ebf1 protein in the striatum following conditional deletion with either *Islet1*^*Cre*^ or *Dlx5/6::Cre* lines (at least *n* = 3 for each genotype and marker). **e**–**g** Expression of the SPN-specific marker Ctip2 is maintained in both *Ebf1* cKOs. **h**–**k** RNA-sequencing performed at E17.5 on control, *Islet1*^*Cre*^*;Ebf1*^*fl/*^^−^ and *Dlx5/6::Cre;Ebf1*^*fl/*^^−^ striatal tissues reveals that genes implicated in SPN (**h**) or iSPN identity (**i**) are unaffected whereas subsets of genes associated with dSPN identity (**j**) as well as the striatum-enriched genes *Reln* and *Cdh8* (**k**) are drastically down-regulated in both cKOs. Importantly, *Foxp2* transcription is not significantly affected by *Ebf1* cKO at E17.5. Statistical comparison performed with DESeq 1.8.3 (see Methods section); *indicates adjusted *p*-value < 0.05: ** adjusted *p*-value < 0.001. Scale bar equals 200 μm. GP globus pallidus, LGE lateral ganglionic eminence, MGE medial ganglionic eminence, Str striatum

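Reln, ENSMUSG00000042453, lies on chromosome 5 from 21884454 to 22344702 of GRCm38, and its normalized count was 4799 ± 968 in controls, 2426 ± 1211 in embryos labelled Islet1Cre;Ebf1fl/− and 1138 ± 205 in those labelled Dlx5/6::Cre;Ebf1fl/− (SD, n = 3 each). The log2 fold change was −0.99 (standard error 0.29, adjusted p = 0.209 by edgeR) in embryos labelled Islet1Cre;Ebf1fl/−, which did not pass the threshold, and −2.07 (standard error 0.29, adjusted p = 0.00529) in those labelled Dlx5/6::Cre;Ebf1fl/−. The 3 embryos labelled Islet1Cre;Ebf1fl/− had 1623, 1837 and 3819 normalized counts, and without the third embryo the log2 fold change was −1.48. With the replicate number as a block the adjusted p was 0.0203 in edgeR's test. Cdh8, on chromosome 8 from 99024471 to 99416471, had 8676 ± 1252, 4787 ± 917 and 3805 ± 722 normalized counts in the 3 genotypes, with log2 fold changes of −0.86 and −1.19 (adjusted p = 0.0420 and 0.00529 by edgeR). The decrease of Cdh8 in embryos labelled Islet1Cre;Ebf1fl/− lost significance in 6 of 9 fits that left out 1 embryo each, and that in embryos labelled Dlx5/6::Cre;Ebf1fl/− in none. With the embryo code prefix as a covariate the former was lost too (adjusted p = 0.168 by edgeR). Both directions follow the labels, which are not checked by Ebf1 counts.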

### *Ebf1* conditional deletion selectively impairs dSPN differentiation

Since our transcriptomic analysis revealed that *Ebf1* controls the prenatal expression of major regulators of axon development and synaptogenesis (Fig. 4 and Supplementary Fig. 4), we examined striatonigral and striatopallidal projections in both cKOs (Fig. 5). In P5 controls, DARPP-32 immunostaining  labels SPN axons including the ones of dSPN which crossed the globus pallidus (GP) and the entopeduncular nucleus (EP), joined the cerebral peduncle (CP), and reached the substantia nigra (SN) (Fig. 5a). In both cKOs, DARPP-32^ +^ projections extended to the EP but only a small fraction of them reached the SN (Fig. 5a–c), with axonal density in the CP showing an approximatively 60% reduction compared to controls (Fig. 5d–g). In contrast, when we examined striatopallidal projections by measuring the density of Enkephalin signal in the GP we found no major differences between cKOs and controls (Fig. 5h–k). Thus, *Ebf1* inactivation selectively impaired the capacity of dSPN to form the direct pathway.

**Fig. 5:**
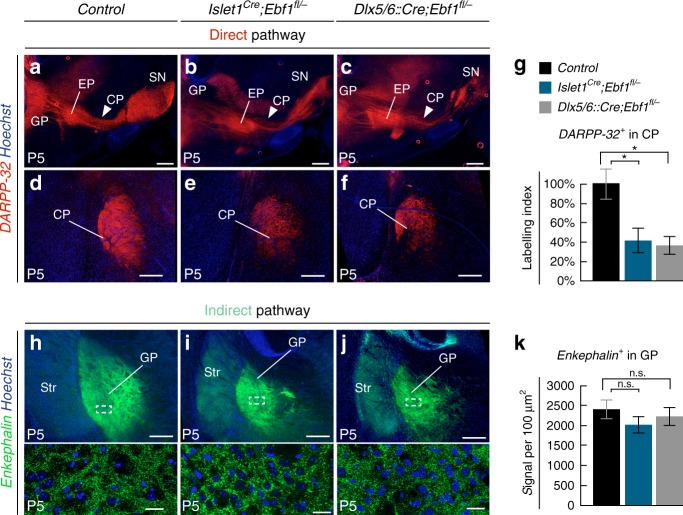
*Ebf1* conditional inactivation affects direct pathway formation. **a**–**c** DARPP-32 staining of striatal axons on P5 sagittal sections reveal that, instead of reaching their target in controls (*n* = 3) (**a**), striatofugal axons show limited extension passed the entopeduncular nucleus (EP) in both *Islet1*^*Cre*^*;Ebf1*^*fl/*^^−^ (*n* = 4) (**b**) and *Dlx5/6::Cre;Ebf1*^*fl/*^^−^ (*n* = 4) (**c**) mutants (solid arrowheads). **d**–**g** DARPP-32 staining in coronal sections showing reduced axonal projections in the cerebral peduncle (CP) of *Ebf1* cKOs, quantified in (**g**). Labeling Index is a function of signal area and mean intensity (*p* = 0.028 for *Islet1*^*Cre*^*;Ebf1*^*fl/*^^−^ and *p* = 0.023 for *Dlx5/6::Cre;Ebf1*^*fl/*^^−^). **h**–**k** Indirect pathway terminals in GP, labeled by Enkephalin immunostaining, show similar densities in controls and both *Ebf1* cKOs, as quantified in **k** (*p* = 0.17 for controls versus *Islet1*^*Cre*^*;Ebf1*^*fl/*^^−^ and *p* = 0.32 for controls versus *Dlx5/6::Cre;Ebf1*^*fl/*^^−^, *n* = 3 mice for each condition). Results are presented as mean values ± s.e.m. Two-tailed non-parametric Mann–Whitney *U* test was used for statistical comparison. * indicates *p*-value < 0.05. Scale bars equal 400 μm (**a**–**c**), 200 μm (**d**–**j**), and 25 μm (bottom insets). CP cerebral peduncle, EP entopeduncular nucleus, GP globus pallidus, SN substantia nigra, Str striatum

In contrast to *Ebf1*^−^^*/*^^−^^25–27^, cKOs survive up to adult age, allowing us to examine the long-term impact on SPN properties and pathway formation. We observed in cKOs that dtTomato-labeled dSPN were reduced in number and size at P45 in cKO mice (Fig. 6a–g), indicating possible functional impairment. To further analyze the impact of *Ebf1* inactivation on dSPN connectivity, we recorded glutamatergic miniature excitatory postsynaptic currents (mEPSCs) in the whole-cell configuration from adult control and cKO mice. We used either dtTomato or *Drd2-EGFP* expression as selective SPN subtype markers (Fig. 6h–j). Moreover, neurons were filled with biocytin during recording for later morphology reconstructions. Consistent with dtTomato labeling, reconstruction of mutant biocytin-filled neurons showed overall reduced dSPN morphology, in contrast to iSPN (Fig. 6k–m). In addition, in both cKOs, dSPN mEPSC frequency was severely reduced, with most cells presenting no detectable spontaneous synaptic activity. In contrast, iSPN did not show significant differences from controls (Fig. 6g–l and Supplementary Figs. 5a-f). We further examined the functional impact on direct and indirect pathways using a pharmacological approach in vivo, by testing motor responses to injections of either D1 or D2 receptor agonists^24^. In baseline conditions, we found that neither cKOs showed major locomotion deficits, *Dlx5/6::Cre; Ebf1*^*fl/*^^−^ mutants exhibiting only a mild hyperactivity phenotype (Supplementary Fig. 5g). Such phenotype, which is likely due to extra-striatal defects, precludes a full interpretation of pharmacological challenges (Supplementary Fig. 5). We thus focused on *Islet1*^*Cre*^*; Ebf1*^*fl/*^^−^ mutants and first activated the direct pathway by injection of the D1 receptor agonist SKF82958 (Fig. 6n). In contrast to control mice, D1 receptor agonist injections in *Ebf1* cKOs did not lead to significant locomotion increases, indicating important functional disruptions of the direct pathway in line with the anatomical defects observed (Fig. 5a–f). Conversely, activation of the indirect pathway through injections of the D2 receptor agonist quinpirole (Fig. 6o) caused strong, statistically similar decreases in the mobility in both control and cKOs, confirming that direct pathway functions are selectively affected by *Ebf1* inactivation. Notably, we found that the indirect pathway is also functionally preserved in *Dlx5/6::Cre; Ebf1*^*fl/*^^−^ mutants (Supplementary Fig. 5h).

**Fig. 6:**
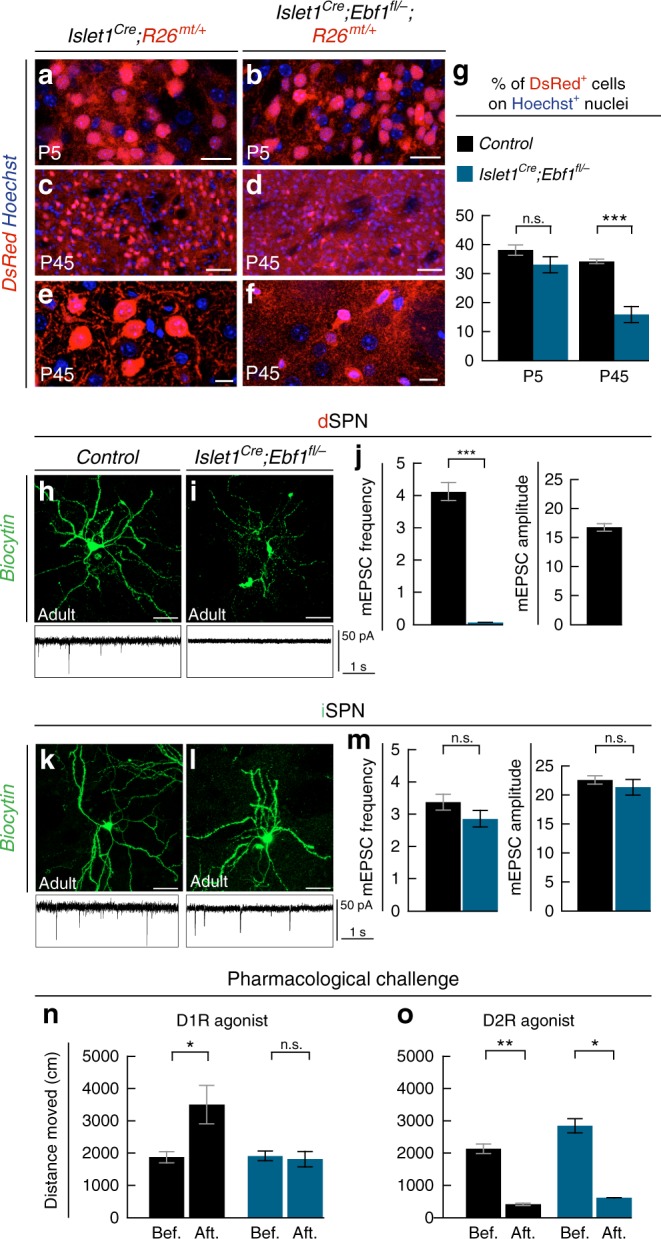
*Ebf1* cKO have specific impairments in dSPN functioning. **a**–**g** tdTomato^+^ labeling in dSPN cell bodies of *Islet1*^*Cre*^*;Ebf1*^*fl/*^^−^*;R26*^*mt/+*^ mice is relatively preserved at early postnatal stages (**a**, **b**) but severely altered at later stages (**c**–**f**), as quantified in **g**; at P5, the percentage of DsRed + cells on the Hoechst nuclei is 38 ± 2% in Control striata, 33 ± 3% in *Islet1*^*Cre*^*;Ebf1*^*fl/*^^−^ (*p* = 0.16). At P45, Control: 34 ± 1%, *Islet1*^*Cre*^*;Ebf1*^*fl/*^^−^ 16 ± 3% (*p* = 0.002). *n* = 3 mice for each condition. Results are presented as mean values ± s.e.m. **h**–**j** Patch-clamp recordings of dSPN in acute slices obtained from control (33 cells) and *Islet1*^*Cre*^*;Ebf1*^*fl/*^^−^*;R26*^*mt/+*^ (20 cells) adult mice highlight a drastic decrease of mEPSC frequency in mutants (sample tracks in **g**–**h**, quantification of mEPSC in **i**). **k**–**m** Conversely, iSPN recorded in controls (27 cells) and *Islet1*^*Cre*^*;Ebf1*^*fl/*^^−^*;R26*^*mt/+*^ (14 cells) slices show no relevant differences in mEPSC amplitude and frequency. mEPSC amplitudes could not be quantified in mutant dSPN because of the extremely low number of events recorded. Results are presented as mean values ± s.e.m. **n**, **o** Adult *Islet1*^*Cre*^*;Ebf1*^*fl/*^^−^ mice show no motor response to D1R agonist SKF38393 injections (**n**), whereas the D2R agonist quinpirole induces depression of locomotion similarly to control mice (**o**). This is shown by comparing the total distance traveled in 10 min in the open field before (Bef.) and 40 min after (Aft.) drug injections (*n*_control_ = 8 and *n*_cKO_ = 7). Results are presented as mean ± standard deviation. Two-tailed non-parametric Mann–Whitney *U* test was used for statistical comparison. * indicates *p*-value < 0.05, ***p-value < 0.0001. Scale bars equal 20 μm (**a**, **b**, **e**, **f**), 100 μm (**c**, **d**), and 40 μm (**g**–**k**), respectively

Our results reveal that development and functioning of the direct pathway is selectively impaired in adult *Ebf1* cKOs, while cardinal properties of iSPN, including circuit integration and electrophysiological properties, are preserved. Thus, iSPN differentiation and maturation are largely independent of dSPN.

### Ebf1 deletion affects iSPN migration and intermix in the striatal matrix

Next, we examined whether, in addition to its role in dSPN differentiation, Ebf1 could play a role in SPN intermix and striatal mosaic formation. 

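With each of the 9 E17.5 embryos left out in turn, the log2 fold change of Foxp2 over control stayed between −0.076 and 0.10 in embryos labelled Islet1Cre;Ebf1fl/− and between −0.47 and −0.25 in those labelled Dlx5/6::Cre;Ebf1fl/−, and that of Drd1 between 0.40 and 0.89 and between 0.26 and 0.75. Neither gene passed an adjusted p of 0.05 in any of these fits. With the replicate number as a block, the decrease of Foxp2 in embryos labelled Dlx5/6::Cre;Ebf1fl/−, −0.36 on the log2 scale, had an adjusted p of 0.0429 in edgeR's quasi-likelihood test, which did pass. The 95% intervals for Drd1 were 0.16 to 1.17 and 0.03 to 1.04, so an increase of 1 log2 unit was not excluded for this gene. As elsewhere, the genotypes are as labelled and Ebf1 counts do not check them.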

As is the case for other dSPN markers such as *Islet1* and *Drd1* (Fig. 4 and Supplementary Fig. 4), the transcriptional levels of *FoxP2* were preserved in both early *Ebf1* cKOs (Fig. 4 and Supplementary Fig. 4). Therefore, we used its expression to analyze the distribution of dSPN in the embryonic striatum. We consistently observed non-overlapping populations of Ctip2^+^ FoxP2^+^ dSPN and Ctip2^+^ Drd2-EGFP^+^ iSPN in mutant striata (Fig. 7). However, we found that dSPN and iSPN distribution was strikingly different in the striatum of controls and of the two cKOs at E17.5 (Fig. 7). Indeed, on one side the density of dSPN in both cKOs was reduced in the dorsal striatum and increased in the lateral region in comparison to controls (Fig. 7a–k). Conversely, the density of Drd2-EGFP + iSPN was enhanced dorsally and reduced laterally (Fig. 7l–u). Thus, although the overall respective proportions of dSPN and iSPN were preserved, *Ebf1* inactivation perturbed the distribution of the two SPN populations.

**Fig. 7:**
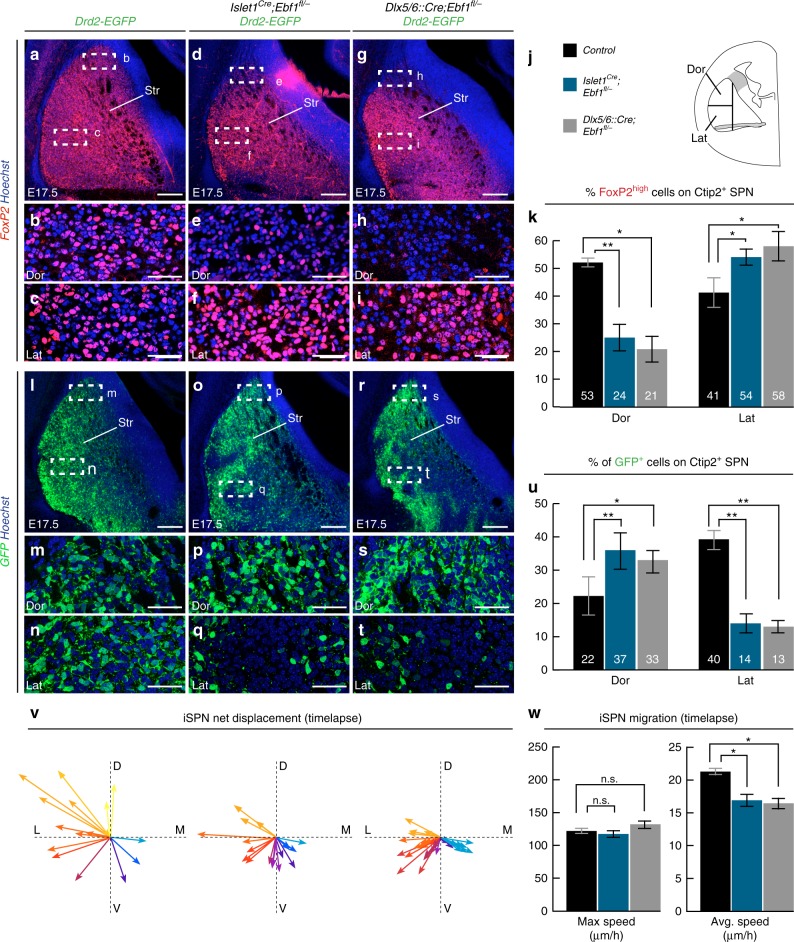
*Ebf1* cKO affects iSPN migration and intermix with dSPN. **a**–**j** Distribution of FoxP2^high^; Ctip2 + dSPN is altered in *Ebf1* cKOs at E17.5, with lower density in the dorsal (Dor) and higher in the lateral (Lat) part of the striatum (Str); the two regions are defined in (**j**) (*n* = 3 for each condition). **k** In control Dor Str, 53 ± 3.5% of all Ctip2^+^ SPN are Foxp2^+^, 24 ± 6% (*p* = 0.0079) in *Islet1*^*Cre*^*;Ebf1*^*fl/*^^−^ and 21 ± 8%. (*p* = 0.03) in *Dlx5/6::Cre;Ebf1*^*fl/*^^−^. In control Lat Str, Foxp2 + cells form 41 ± 11% of Ctip2 + SPN, raising to 54 ± 3% in *Islet1*^*Cre*^*;Ebf1*^*fl/*^^−^ (*p* = 0.01) and to 58 ± 11% in *Dlx5/6::Cre;Ebf1*^*fl/*^^−^ (*p* = 0.03). **l**–**t** Distribution of Drd2-EGFP^+^;Ctip2^+^ iSPN is altered by *Ebf1* cKO, with higher density in Dor Str and lower in Lat Str. **u** Quantification of iSPN distribution. In control Dor Str, 22 ± 12% of Ctip2^+^ SPN are GFP^+^. This percentage increases to 37 ± 11% in *Islet1*^*Cre*^*;Ebf1*^*fl/*^^−^*;Drd2-EGFP* (*p* = 0.007) and to 33 ± 7% in *Dlx5/6::Cre;Ebf1*^*fl/*^^−^*;Drd2-EGFP* (*p* = 0.03). Conversely, in the Lat Str, the percentage of of double-positive GFP^+^Ctip2^+^ iSPN equals 40 ± 6% in controls, 14 ± 6% in *Islet1*^*Cre*^*;Ebf1*^*fl/*^^−^*;Drd2-EGFP* (*p* = 0.008) and 13 ± 4% in *Dlx5/6::Cre;Ebf1*^*fl/*^^−^*;Drd2-EGFP* embryos (*p* = 0.008). **v**, **w** Analysis of iSPN migration at E15.5 in acute slices of *Islet1*^*Cre*^*;Ebf1*^*fl/*^^−^*; Drd2-EGFP* and *Dlx5/6::Cre;Ebf1*^*fl/*^^−^*;Drd2-EGFP* embryos. (v) Multidirectional displacement vectors from sample video tracking of control, *Islet1*^*Cre*^*;Ebf1*^*fl/*^^−^*; Drd2-EGFP* and *Dlx5/6::Cre;Ebf1*^*fl/*^^−^*;Drd2-EGFP* iSPN (colors illustrate directionality). **w** Trajectory analysis (*Islet1*^*Cre*^*;Ebf1*^*fl/*^^−^*; Drd2-EGFP*: 58 cells tracked, n = 3 independent experiments; *Dlx5/6::Cre;Ebf1*^*fl/*^^−^*;Drd2-EGFP* 29 cells tracked, n = 2 independent experiments) shows reduction of iSPN average speed after 180’ in *Ebf1* cKOs (17,25 ± 1 μm/h for *Islet1*^*Cre*^*;Ebf1*^*fl/*^^−^*; Drd2-EGFP*, p = 0.02; 16,56 ± 1 μm/h for *Dlx5/6::Cre;Ebf1*^*fl/*^^−^*;Drd2-EGFP* p = 0.03) without significant alteration of maximum speed (117,8 ± 5 μm/h and 131 ± 6 μm/h, respectively; p = 0.47 for *Islet1*^*Cre*^*;Ebf1*^*fl/*^^−^*; Drd2-EGFP* and p = 0.55 for *Dlx5/6::Cre;Ebf1*^*fl/*^^−^*;Drd2-EGFP* when compared to control iSPN). Results are presented as mean ± standard deviation (k, u) or s.e.m (w). Two-tailed non-parametric Mann–Whitney U test was used for statistical comparison. * indicates p-value < 0.05, ** p-value < 0.01. Scale bars equal 200 μm (a,d,g,l,o,r), 50 μm (b,c,e,f,h,I,m,n,p,q,s,t). Dor, Dorsal; Lat, lateral; Str, striatum

The dorsal accumulation of iSPN near progenitor zones raised the possibility that their migration might be indirectly impaired in *Ebf1* cKO. To test this hypothesis, we first performed timed EdU injections to follow SPN progression into the striatal mantle of *Ebf1* mutants, using Drd2-EGFP and either Foxp2 or dtTomato as respective markers of iSPN and dSPN (Supplementary Fig. 6). We observed that EdU-stained iSPN abnormally accumulated in the dorsolateral part of the striatum in cKOs (Supplementary Fig. 6), suggesting that Ebf1 non-cell-autonomously regulates their migration. To directly monitor iSPN migration, we performed two-photon time-lapse imaging in E15.5 *Islet1*^*Cre*^*;Ebf1*^*fl/*^^−^*;Drd2-EGFP* and *Dlx5/6::Cre;Ebf1*^*fl/*^^−^*;Drd2-EGFP* slices. We found that in both genetic backgrounds, mutant iSPN still harbored pattern of multidirectional migration as in controls (Fig. 7v and Movies 2–4). However, analyses over several time-lapse movies showed that iSPN average speed was significantly decreased (Fig. 7w), thereby revealing that Ebf1 non-cell-autonomously controls the migration efficiency of iSPN. Thus *Ebf1* inactivation in dSPN impairs iSPN migration and their process of intermixing. Since Ebf1 and Islet1 both control dSPN differentiation, we investigated the specificity of such intermixing defect by comparing the distribution of D2 receptor (Drd2) transcripts in *Ebf1* and *Islet1* cKOs (Supplementary Fig. 7). In contrast to *Ebf1* cKO, we found that iSPN distribution was not drastically altered in *Islet1* cKO (Supplementary Fig. 7). Therefore, iSPN intermixing specifically relies on Ebf1 expression in dSPN, indicating a novel and specific role for this transcription factor in the acquisition of dSPN properties.

In addition to changes in dorso-ventral distribution, we observed that iSPN presented a higher degree of segregation, especially in the lateral region (Fig. 7l–t). This observation raised questions about possible disruptions of the striosomes/matrix organization. Using early striosome markers such as DARPP-32^50^ (Supplementary Fig. 1), we found that the two compartments could be unambiguously identified in both cKOs (Fig. 8a–c). However, we observed that the matrix contained Enkephalin^high^ domains (Fig. 8d–f) which segregated from cellular islands containing matrix dSPN (Supplementary Fig. 8) in both cKOs, suggesting an intermixing deficit between iSPN and dSPN. To further test this possibility, we examined Drd2-EGFP controls and cKOs at E17.5, when compartment segregation is largely engaged^14,15,30–33,38^ and proto-striosomes can be identified by the expression of Substance P (not shown) and DARPP-32 (Fig. 8j–l), a maturation marker, which is turned on in the matrix only at later stages. We observed that the deficit in iSPN and dSPN intermixing was more pronounced in the matrix (Fig. 8k–l), consistently with previous reports showing that *Ebf1* inactivation more specifically affects matrix dSPN^27^. This specificity was further highlighted by the finding that dopaminergic innervation is selectively impaired in matrix dSPN-rich territories (Supplementary Fig. 9). Collectively, our findings reveal that the intermixing of iSPN and dSPN in the matrix specifically relies on Ebf1 expression in dSPN (Fig. 8m-n). This major step in the emergence of a balanced striatum parallels the formation of compartments, thereby revealing that multiple migratory processes regulate the assembly of the striatal mosaic (Supplementary Fig. 10).

**Fig. 8:**
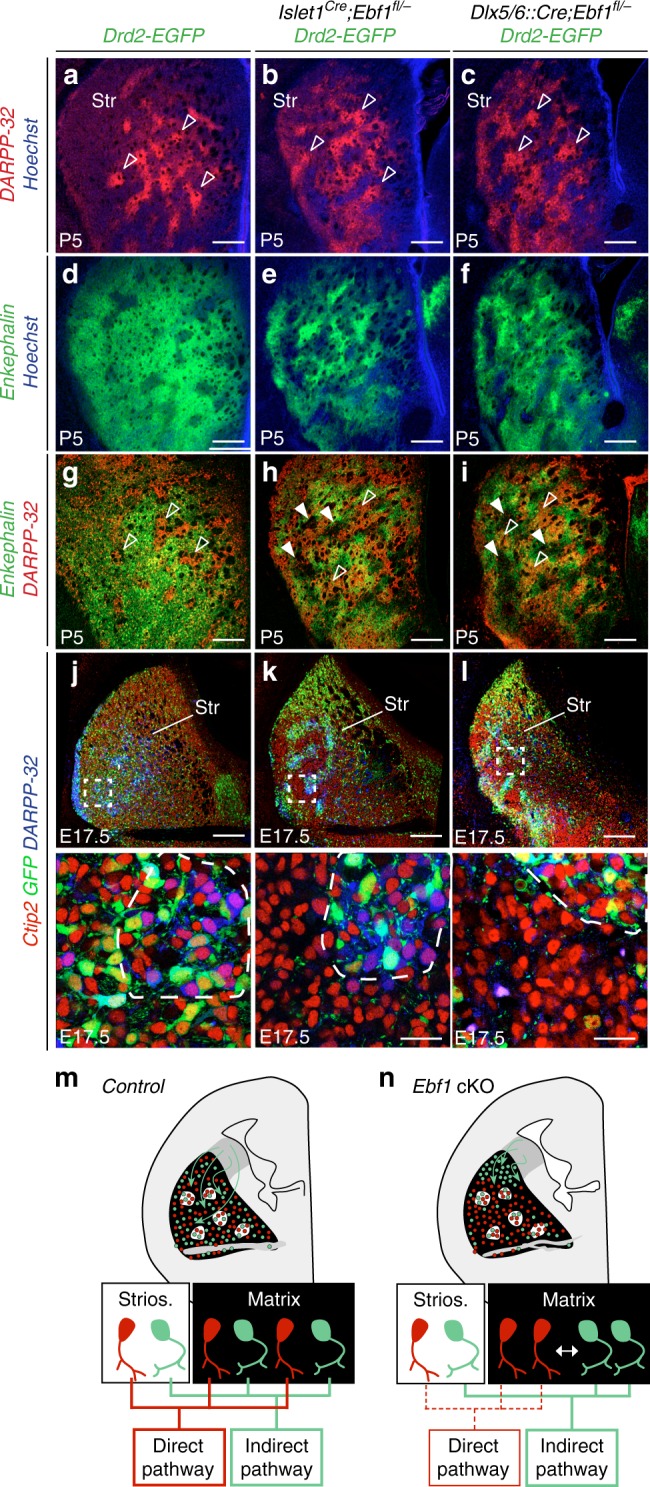
Defective intermixing is observed in the matrix compartment. **a**–**c** DARPP-32 staining in P5 striatal coronal sections reveals that striosomes are still recognizable in *Islet1*^*Cre*^*;Ebf1*^*fl/*^^−^ and *Dlx5/6::Cre;Ebf1*^*fl/*^^−^ (empty arrowheads) (*n* = 3 for each genotypes and markers). **d**–**i** Conversely, in *Ebf1* cKOs the matrix compartment is parceled in Enkephalin-rich and Enkephalin-poor (full arrowheads) areas. **j**–**l** Intermixing anomalies are prominent in the matrix compartment of both cKOs. In the lateral striatum, iSPN are intermixed both within and outside DARPP-32 + striosomes in controls (**j** and high magnification), whereas iSPN are intermixed in striosomes (delineated by dotted lines) but not in the matrix of *Ebf1* cKOs (high magnifications). **m**, **n** Schematic representation of the functions of Ebf1 in dSPN differentiation and in the non-cell autonomous regulation of iSPN migration. *n* = 3 for each genotype. Scale bars equal 200 μm (**a**–**l**) and 30 μm (bottom panels, high magnification). Str striatum

## Discussion

Striatal functioning depends on the balanced activation of intermixed direct and indirect pathway neurons^51^. It is thus essential to understand how the two subtypes are specified and how they assemble into a mosaic striatal architecture. Here, we show that while dSPN and iSPN differentiation is largely independent, their intermixing relies on a developmental crosstalk, which is crucial to organize striatal architecture and is largely independent from striosome and matrix compartment formation.

While both SPN derive from the LGE^13,16,17,31^, producing fully differentiated dSPN or iSPN in vitro^52^ has remained a challenge. While there was increasing evidence that distinct transcriptional programs underlie the specification of both subtypes^16,24,28,29^, in vitro studies raised questions regarding the mechanisms controlling SPN differentiation. Our results confirm that dSPN and iSPN possess distinct genetic fingerprints from early embryonic stages, reinforcing the idea that the two cell types are already specified when they enter the striatal mantle.

Furthermore, iSPN progressively invade dSPN-rich areas through dynamic multidirectional migration. Intriguingly, iSPN are initially detected in the lateralmost part of the striatum, consistently with the observation that transcription factors regulating iSPN development, Six3 and Sp9, are located in the dorsal part of the LGE^16^. Tangential migration is a well-known mechanism for increasing neuronal diversity in different brain structures. In the telencephalon, tangential migration has mostly been associated with interneuron behavior^53^, but has also been involved in the positioning of other LGE-derived projection neurons, including arkypallidal neurons of the globus pallidus^54,55^, corridor neurons^56,57^ and dSPN-like neurons of the central^58^ and extended amygdala^59^. Further investigation will be required to determine the cellular and molecular mechanisms governing the migration and interaction of different LGE-generated populations. Nevertheless, tangential migration of projection neurons is emerging as a shared mechanism to build and increase cellular diversity in basal ganglia nuclei, in contrast to the laminated cerebral cortex where projection neurons migrate radially from the underlying proliferative neuroepithelium^60^.

Regarding the transcriptional cascades governing SPN identity, our work indicates that Ebf1 plays a major role in dSPN differentiation, independently of the other known regulators Islet1 and Foxp2. *Ebf1* is a member of the COE family that plays a key role in the specification of B cells and the differentiation of neuronal subtypes^52,61–63^. Ebf1 acts both as a direct regulator of downstream target genes^61–63^ and as a chromatin remodeler, poising or regulating the accessibility of enhancers^64,65^. *Ebf1* is expressed in the developing striatum^25^ and analyses of *Ebf1* full knockout mice showed normal proliferation in the LGE but defective survival of matrix dSPN and disorganized projections to the SN^26,27^. By combining analysis of two distinct cKOs, we first showed that Ebf1 is dispensable for the fate choice between dSPN and iSPN identity and the core aspects of differentiation into GABAergic SPN neurons. Indeed, *Ebf1* inactivation leads to an abnormal differentiation of dSPN-like neurons that nonetheless retain their GABAergic identity and expression of DARPP-32, Ctip2, FoxP1, Drd1, Islet1, and FoxP2. Notably, deregulated genes included *Zfp521* and *Mef2c*, which are directly bound by Ebf1 in pro-B cells and thus likely direct targets^61,62^. Second, *Ebf1* is not expressed in the ventral striatum and its inactivation selectively perturbs the matrix compartment of the dorsal striatum, potentially revealing a subdivision of dSPN neurons. Third, *Ebf1* regulates expression of genes controlling axon and synaptogenesis, thereby highlighting a major role in circuit integration. Importantly, *Ebf1* and *Islet1* both regulate direct pathway formation and the expression of *PlexinD1*^19,24,25,28^, suggesting that the two genes might cooperatively regulate specific features of dSPN neurons.

Finally, we found that *Ebf1* non-cell-autonomously regulates iSPN intermixing with dSPN in the matrix compartment. In *Ebf1* cKOs, iSPN are correctly specified and functional, but their progression and intermixing with dSPN is impaired. This intermixing deficit occurs independently of the formation of striosomes/matrix and is more pronounced in the matrix compartment. Remarkably, this phenotype is absent in *Islet1* cKO, indicating a novel and specific role for Ebf1 in the building of striatal functional organization. The underlying mechanisms remain to be deciphered and could include the production of membrane-bound or secreted factors acting on iSPN. Our study also reveals that the intermix of dSPN/iSPN and the formation of striosomes/matrix compartments constitute parallel processes. Indeed, it has been shown that early-born and late-born SPN interact in late embryogenesis to respectively form the striosomes and the matrix via migration and ephrinA/EphA4-dependant cell-sorting^14,15,17,31–33,38^. In *Ebf1* cKOs, striosomes do form but the intermix of matrix neurons is defective. Our study thus reveals that distinct steps of migration and reorganization control the emergence of two compartments comprising intermixed dSPN/ iSPN (Supplementary Fig. 10), an architecture which is essential for striatal functioning.

Taken together, our work shows that while iSPN and dSPN specification is largely independent, the assembly of striatal mosaic emerges from a dSPN-dependent tangential migration of iSPN. This study establishes a novel framework for the formation of the striatum, a major structure associated with developmental disorders, and provides key insights on how migration controls the wiring of neural circuits.

## Methods

### Mouse lines

For fate mapping studies, *Islet1*^*Cre/+*^ animals^43^ were crossed with either *R26*^*mt/mt*^ or *R26*^*mt/mt*^*;Drd2-EGFP* mice^34^. To obtain *Islet1*^*Cre/+*^*;Ebf1*^*fl/*^^−^, *Islet1*^*Cre/+*^;*Ebf1*^*fl/*^^−^;*R26*^*mt/+*^, and *Islet1*^*Cre/+*^*:Ebf1*^*fl/*^^−^*;Drd2-EGFP* conditional mutants, we initially crossed *Islet1*^*Cre/+*^ mice with *Ebf1*^*+/*^^−^^66^ to generate *Islet1*^*Cre/+*^*;Ebf1*^*fl/*^^−^ animals. These were in turn backcrossed with either *Ebf1*^*fl/fl*^ ^62,67^, *Ebf1*^*fl/fl*^*;R26*^*mt/mt*^, or *Ebf1*^*fl/fl*^*;Drd2-EGFP* mice, respectively. Similarly, *Dlx5/6::Cre;Ebf1*^*fl/*^^−^ and *Dlx5/6::Cre;Ebf1*^*fl/*^^−^*;Drd2-EGFP* mice were obtained by crossing *Dlx5/6::Cre*^44^ mice with *Ebf1*^*+/*^^−^ to generate *Dlx5/6::Cre;Ebf*^*+/*^^−^ animals, which were in turn backcrossed with *Ebf1*^*fl/fl*^ or *Ebf1*^*fl/f*^*;Drd2-EGFP* mice. All transgenic lines were maintained on a C57/Bl6 background, with the exception of *Islet1*^*Cre/+*^ and *Drd2-EGFP* lines that remained on a B6D2F1/J genetic background. Heterozygous embryos did not show any phenotype and were used as controls. *Nkx2.1*^*Cre/+*^ mice provided by S. Anderson’s laboratory^68^. 12-μm-thick cryosections from *Dlx1*^*Cre/+*^*;Islet1*^*fl/fl*^ embryos provided by K. Campbell’s laboratory^24^. The day of vaginal plug was considered as embryonic day (E) 0.5 and day of birth as postnatal day (P) 0. Animals were bred under French and EU regulations, following recommendations of the Charles Darwin ethics committee.

### In situ hybridization and immunohistochemistry

For in situ hybridization, brains were fixed overnight in 4% paraformaldehyde in PBS (PFA) at 4 °C. 80 to 100-μm-thick free-floating vibratome sections (Leica S1000) were hybridized as described;^67^ *Dlx1*^*Cre/+*^*;Islet1*^*fl/fl*^ and respective control cryosections were hybridized as described^69^. For immunohistochemistry, mice were perfused with 4% PFA. Brains were dissected and post fixed overnight at 4 °C. Immunohistochemistry was performed on 60-μm-thick free-floating vibratome sections. Slices were incubated 1 h at room temperature (RT) in a blocking solution containing 0,25% Triton X-100 (Sigma), 0,02% Gelatine in PBS, and incubated in the same blocking solution with primary antibodies overnight at 4 °C. Primary antibodies were used at the following concentrations: rat anti-CTIP2 1/500 (Abcam), mouse anti-DARPP-32 1/100 (Santa Cruz), rabbit anti-DARPP-32 1/1000 (Millipore), rabbit anti-DsRed 1/500 (Living colors), rabbit anti-Enkephalin 1/500 (Millipore), rabbit anti-Ebf1 1/250 (Abcam), rabbit anti-FoxP1 1/200 (Abcam), goat anti-FoxP2 1/200 (Santa Cruz), chicken anti-GFP 1/1000 (Aves), rabbit anti-Slc35d3 1/250 (Novusbio), rat anti-Substance P 1/400 (Millipore), rabbit anti-Tyrosine Hydroxylase 1/1000 (Abcam), guinea pig anti-vGlut1 1/10000 (Millipore), and guinea pig anti-vGlut2 1/10000 (Millipore). Sections were rinsed several times in PBS and incubated from 2 h to overnight at 4 °C with the appropriate fluorescent secondary antibodies: A488-conjugated donkey anti-rabbit, anti-rat or anti-chicken, Cy3-conjugated donkey anti-rat, anti-goat, anti-mouse, Cy5-conjugated donkey anti-rabbit or anti-rat, DyLight488-conjugated donkey anti-guinea pig (1/400, all antibodies from Jackson ImmunoResearch). Hoechst (Sigma) was used for fluorescent nuclear counterstaining and sections were mounted in Mowiol or Vectashield (Vector).

### Birthdating

Pregnant dams were injected intraperitoneally at the appropriate gestation day with a solution containing 5-Ethynyl-2’-deoxyuridine (EdU, Thermo Fisher). 60–100-μm-thick free-floating vibratome sections were processed following manufacturer instructions (Click-iT EdU Alexa Fluor 488 Imaging kit, Life Technologies) for 30 min at RT. Sections were rinsed three times in 3% BSA and then in PBS. Hoechst staining was performed for 30 min at RT before pursuing the immunohistochemistry protocol as described above.

### Image acquisition, analysis, and quantification

Images were acquired on a fluorescence microscope (Leica MZ16 F), a fluorescent microscope (Leica DM5000 B) or a confocal microscope (Leica TCS SP5). Images were then processed with ImageJ and Adobe Photoshop software. For cell density and colocalization analysis, three different rostro-caudal striatal levels of the striatum were initially defined, using the anterior commissure as an anatomical landmark. Single-plane confocal images were taken at each level in three different animals for each condition. For cell distribution analysis in Fig. 7, a high-definition tilescan of the whole striatum at medial level was imaged on a single confocal plane in at least three different animals for each condition. The tilescans were later subdivided in lateral and dorsal regions (Fig. 7d) for quantification. Cell counting was performed semi-automatically using built-in functions in ImageJ. For each experiment, sample images were manually counted to double-check the quality of semi-automated counting.

### Time-lapse imaging and analysis

E13.5 and E15.5 *Drd2-EGFP* and *Dlx5/6::Cre;Ebf1*^*fl/*^^−^*;Drd2-EGFP* embryos were dissected and kept in an ice-cold solution consisting of L-15 Medium (SIGMA-Aldrich) supplemented with 3% Glucose. Brains were included in 3,5% low-melting agarose (Promega) in L-15 Glucose^+^ solution and 350-μm-thick coronal slices were cut on a vibratome. Slices were imaged using a multi-photon microscope (DIMM, IBENS Imaging Platform) over a period of up to 240’, while being constantly perfused with a L-15 Glucose^+^ solution at 37 °C and bubbled with O_2_/CO_2_ (95% / 5%). 100-μm-thick z-stacks were imaged every 6’ for each single frame. For time-lapse movie analysis, eventual drift in the three dimensions was first corrected using IMARIS software (Bitplane, Oxford); subsequently, z-stacks were flattened on a two-dimensional plane. The high number of cells present in each single movie rendered automated analysis of cell displacement unadvisable. Therefore, single cell displacement was measured manually frame-by-frame using the “Manual Tracking” plugin in ImageJ. Cells included in the analysis responded to two criteria: being readily identifiable from the first to the last frame of the movie and showing a total net displacement of more than 50 μm. In order to examine directionality and migratory pattern of iSPN migration, stationary (total net displacement less than 50 μm) cells were not included in the analysis.

### RNA-sequencing

E17.5 *Dlx5/6::Cre;Ebf1*^*fl/*^^−^, *Islet1*^*Cre/+*^*;Ebf1*^*fl/*^^−^ and control embryos were dissected in RNAse-free conditions on ice. Brains were conserved in RNAlater stabilization reagent (Qiagen) solution. Following genotype identification via PCR, messenger RNA was obtained from n = 3 brains from each condition using RNeasy mini kit (Qiagen). Library preparation and Illumina sequencing were performed at the Ecole Normale Supérieure Genomic Platform (Paris, France). Messenger (polyA + ) RNAs were purified from 400 ng of total RNA using oligo(dT). Libraries were prepared using the strand specific RNA-Seq library preparation TruSeq Stranded mRNA kit (Illumina). Libraries were multiplexed by 9 on run Nextseq 500. A 75 bp read sequencing was performed on a Nextseq 500 device (Illumina). A mean of 37.5 ± 8.95 million passing Illumina quality filter reads was obtained for each of the 9 samples. Analyses were performed using the Eoulsan pipeline, including read filtering, mapping, alignment filtering, read quantification, normalization and differential analysis. Before mapping, poly N read tails were trimmed, reads ≤ 40 bases were removed, and reads with quality mean ≤ 30 were discarded. Reads were then aligned against the Mus musculus genome from Ensembl version 81 using STAR (version 2.4.0k). Alignments from reads matching more than once on the reference genome were removed using Java version of samtools. To compute gene expression, Mus musculus GFF3 genome annotation version 81 from Ensembl database was used. All overlapping regions between alignments and referenced genes were counted using HTSeq-count 0.5.3. Sample counts were normalized using DESeq 1.8.3. Statistical treatments and differential analyses were also performed using DESeq 1.8.3^70^.

### Slice preparation and electrophysiological recordings

In vitro electrophysiological recordings were performed in coronal slices from the dorsal striatum of control animals (either *Islet1*^*Cre/+*^*;R26*^*mt/+*^ or *Drd2-EGFP* mice), *Dlx5/6::Cre;Ebf1*^*fl/*^^−^;*Drd2-EGFP*, and *Islet1*^*Cre/+*^*;Ebf1*^*fl/*^^−^*;R26*^*mt/+*^ mice. Mice were anesthetized with isofluorane before decapitation. After isolation, the portion of the brain containing the striatum was placed in bicarbonate-buffered saline (BBS) at 2–5 °C for a few minutes. Slices (300 μm) were then cut using a 7000smz-2 vibratome (Campden Instruments Ltd.). The slicing procedure was performed in an ice-cold solution containing (in mM): 130 potassium gluconate, 15 KCl, 0.05 EGTA, 20 Hepes, 25 glucose, 1 CaCl_2_, and 6 MgCl_2_. Slices were then briefly transferred to a solution containing (in mM): 225 d-mannitol, 2.5 KCl, 1.25 NaH_2_PO_4_, 25 NaHCO_3_, 25 glucose, 1 CaCl_2_, and 6 MgCl_2_, and finally stored for the rest of the experimental day at 33 °C in oxygenated BBS, containing: 115 NaCl, 2.5 KCl, 1.6 CaCl_2_, 1.5 MgCl_2_, 1.25 NaH_2_PO_4_, 26 NaHCO_3_, and 30 glucose (pH 7.4 after equilibration with 95% O_2_ and 5% CO_2_). For all recordings, slices were continuously superfused with oxygenated BBS, supplemented with the GABAa receptor blocker SR95531 (Gabazine; 2 µM) and with Tetrodotoxin (TTX; 500 nM), at 32–34 °C. Electrophysiological recordings were performed from either dSPN-dTomato positive, iSPN-dTomato negative, dSPN-GFP negative, or iSPN-GFP positive dorsal striatal cells. Cells were patched in the transmitted deep red light with which slices were visualized using a CoolSnap HQ CCD camera (Photometrics) run by Metamorph software (Universal Imaging) and mounted on either a Slicescope (Scientifica), or a BX51 (Olympus) microscope. Before patching, Tomato or GFP positive/negative cells were identified by the presence/absence of somatic fluorescence using LEDs of the corresponding excitation wavelengths (Thorlabs) coupled to the slice chamber via the epifluorescence pathway of the microscope.

### Pharmacology and Behavior analyses

The motor responses of *Dlx5/6::Cre;Ebf1*^*fl/*^^−^ and *Islet1*^*Cre/+*^*;Ebf1*^*fl/*^^−^ mice and their corresponding controls were examined in a round open field arena (diameter: 38 cm) following injection of pharmacological agents. Minimum 2 weeks separated tests performed with different drugs on the same cohort of mice. For each condition, animals were acclimated to the experimental luminosity conditions (27–35 lux) of the test room for 1 h. Following adaptation, baseline motor activity in the open field of each mouse was then measured for 8 min before subcutaneous injection with one of the following solutions: 0,9% NaCl (control injection); 2 mg/Kg D1 receptor agonist SKF82958 (Sigma); and 1 mg/Kg D2 receptor agonist Quinpirole (Sigma). Drugs were administered in a volume of 10 ml/Kg of body weight. Following the injection, animals were left in their cage for 40 min. They were then re-introduced into the arena for recording their motor activity over another 8 min-long timeperiod. Post hoc analysis of the total distance traveled was performed using Ethovision software (Noldus).

### Statistical analyses

All data are presented as mean ± SD or SEM (detailed in each figure legend). Two-tailed non-parametric Mann–Whitney *U* test was used to compare two distributions in all experiments, with the exception of RNA-seq analysis (see above). All statistical analyses were performed using GraphPad Prism software. *p*-values are as follows: *p < 0.05, **p < 0.01, ***p < 0.0001.

## Electronic supplementary material

Supplementary Information

Supplementary Movie 1

Supplementary Movie 2

Supplementary Movie 3

Supplementary Movie 4

Supplementary Data 1

Supplementary Data 2

Description of Additional Supplementary Files

## Data Availability

All relevant data are available within the article, supplementary files or available from the authors upon request. The raw RNA-seq data is deposited on GEO with accession code GSE120898.

# Supplementary material for: Active intermixing of indirect and direct neurons builds the striatal mosaic
**Source:** Nat Commun. 2018 Nov 9;9:4725. doi: 10.1038/s41467-018-07171-4
**Supplement:** Supplementary file 1 — Supplementary Information

## SUPPLEMENTARY FIGURES – Tinterri et al.

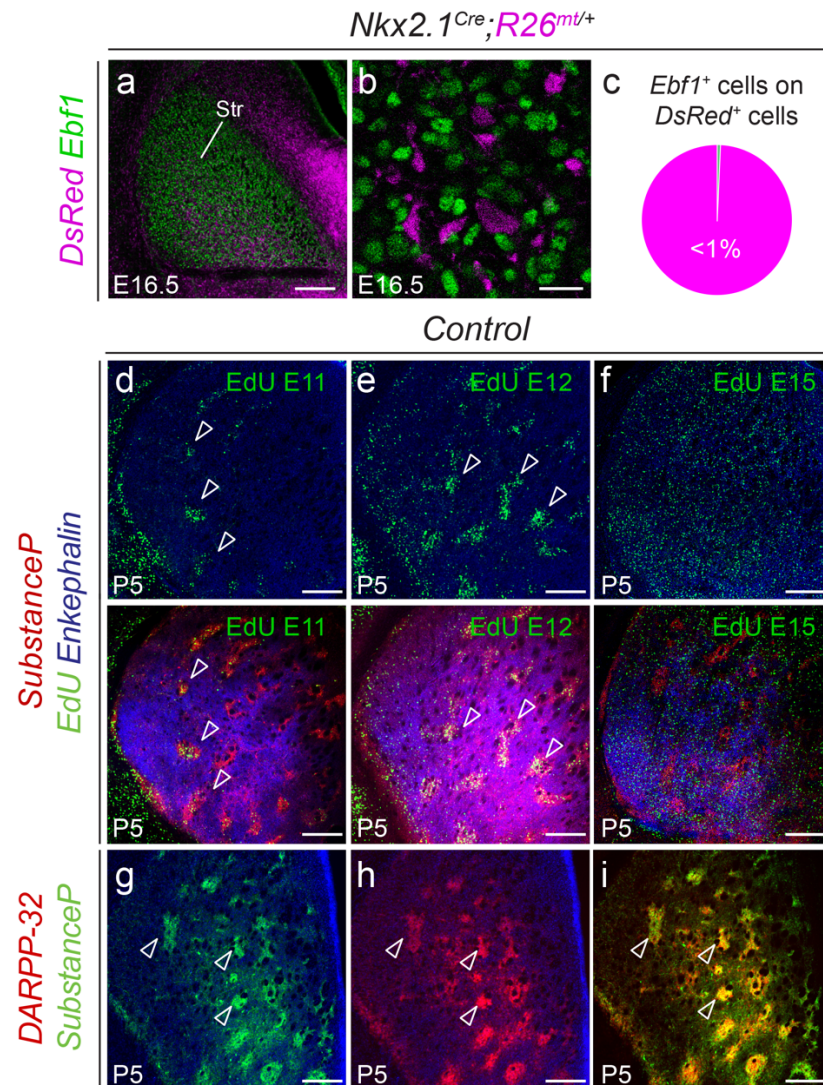

**Figure S1. Developmental fingerprint of dSPN across striatal compartments**

(a-c) Ebf1 protein is not detected in striatal neurons that are labelled by *Nkx2.1<sup>Cre</sup>* recombination. (c) Quantification of DsRed+ striatal interneurons that are double-positive for Ebf1 ( $1,14 \pm 0,87\%$ ,  $n=3$ ). (d-i) Birthdating with EdU unambiguously labels striosomes (arrowheads) at E11 (d) and E12 (e) and the matrix at E15 (f) thereby confirming the striosome/matrix specificity of Substance P and Enkephalin immunostaining at P5 (bottom panels) and DARPP-32 specificity in striosomes (g-i) ( $n=3$  for each condition). Results presented as mean values  $\pm$  standard deviation. Scale bar equals 250  $\mu$ m. Str, striatum.

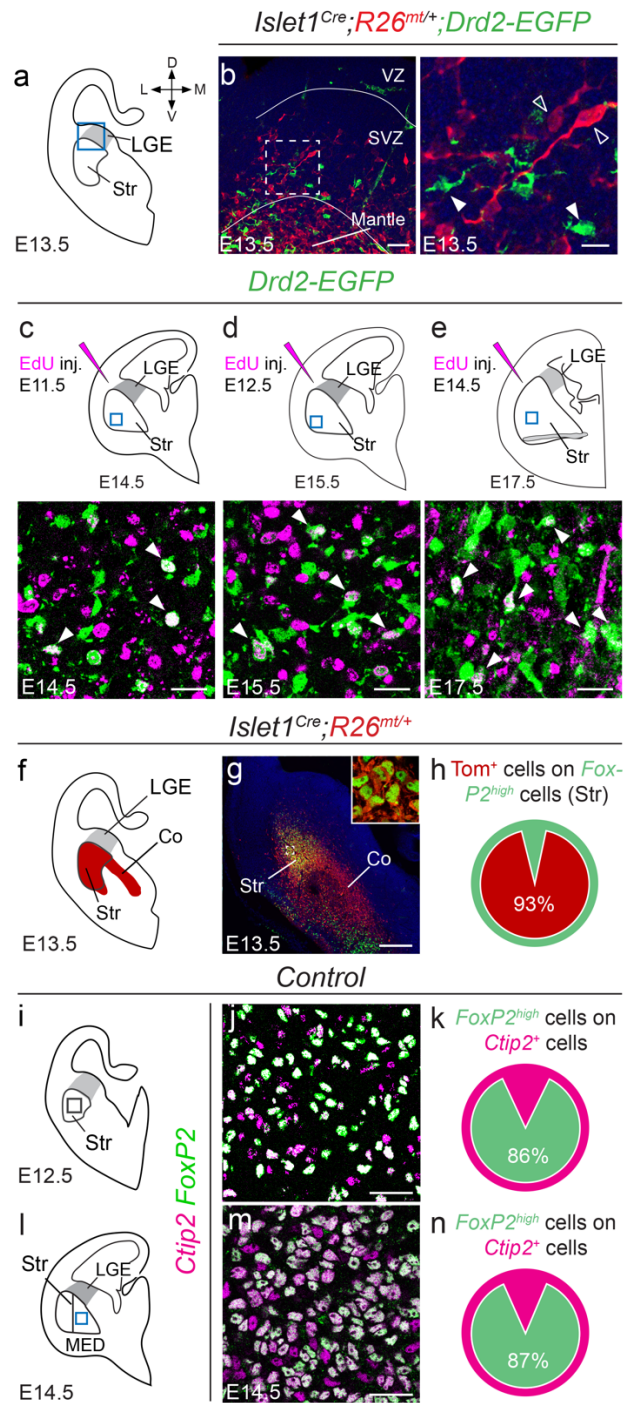

**Figure S2. Drd2-EGFP expression and generation timecourse of early iSPN**

(a) Schematic representation of E13.5 forebrain hemisection. The LGE subventricular zone (SVZ) shown in (b) is highlighted. (b) Low and high magnification of the LGE in E13.5 *Islet1<sup>Cre</sup>;R26<sup>mt/+</sup>;Drd2-EGFP* embryos shows that tdTomato+ dSPN (empty arrowheads) and GFP+ iSPN (full arrowheads) are already detected in the SVZ, before entering the striatal

mantle region. **(c-e)** iSPN are generated progressively. *Drd2-EGFP* embryos injected with EdU at E11.5 (c), E12.5 (d) and E14.5 and collected three days afterwards show co-labeling with EdU, indicating that iSPN are continuously generated. **(f-h)** The majority of striatal FoxP2<sup>high</sup> cells are part of the Islet1 lineage (93±3% of all FoxP2<sup>high</sup> cells) at E13.5. **(i-k)** The majority of Ctip2<sup>+</sup> SPN in the striatal anlage at E12.5 express high level of FoxP2 (86±6% of all Ctip2<sup>+</sup> neurons), confirming that at this stage dSPN are the most abundant population. **(l-n)** Similarly, in E14.5 medial striatum 87±4% of all Ctip2<sup>+</sup> neurons are double-positive for FoxP2<sup>high</sup>, confirming that at this stage the area contains mostly dSPN. At least n=3 mice for each stage. Results are presented as mean ± standard deviation. Scale bars equal 30 µm (b), 10 µm (high magnification of b), 25 µm (c-e), 200 µm (g) 50 µm (j,m), . Co, corridor; LGE, lateral ganglionic eminence; MED, medial striatum; Str, striatum; SVZ, subventricular zone; VZ, ventricular zone.

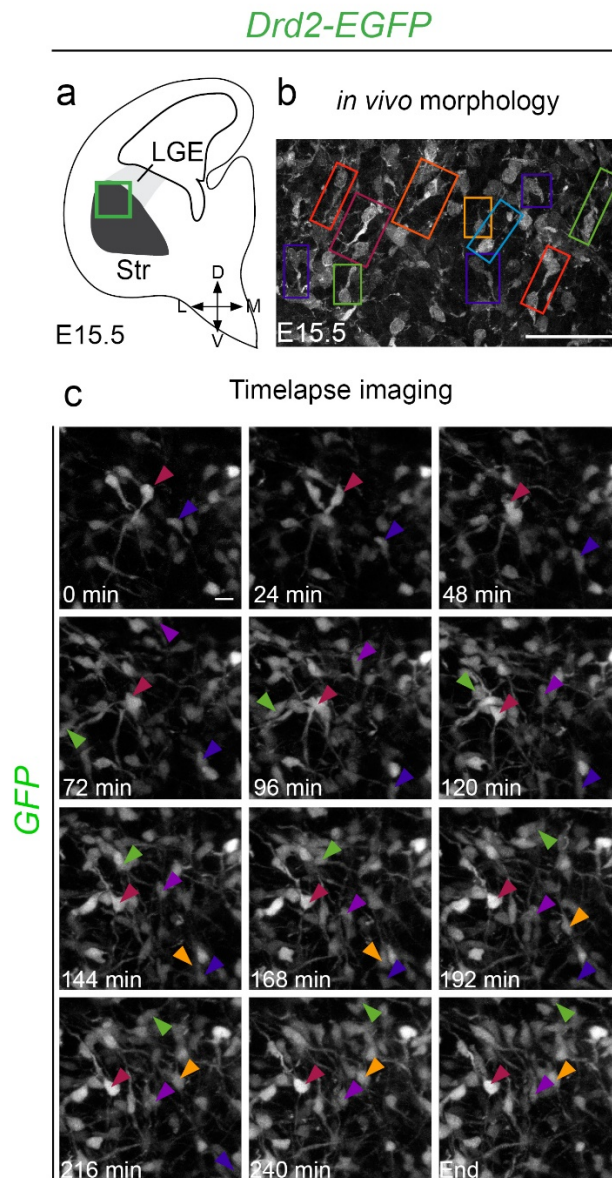

**Figure S3. *In vivo* and *ex vivo* multidirectional migration of iSPN**

(a) Schematic representation of E15.5 forebrain hemisection where the LGE and striatal primordium shown in (b) is highlighted. (b) E15.5 *Drd2-EGFP*<sup>+</sup> iSPN morphology show different orientation, consistent with multidirectional migration *in vivo* (n=4). (c) Inset of timelapse shown in Fig. 3b; nearby iSPN migrate in different directions. Arrowheads track the movement of single cells. Scale bars equal 25  $\mu$ m (b) and 10  $\mu$ m (c). LGE, lateral ganglionic eminence; Str, striatum.

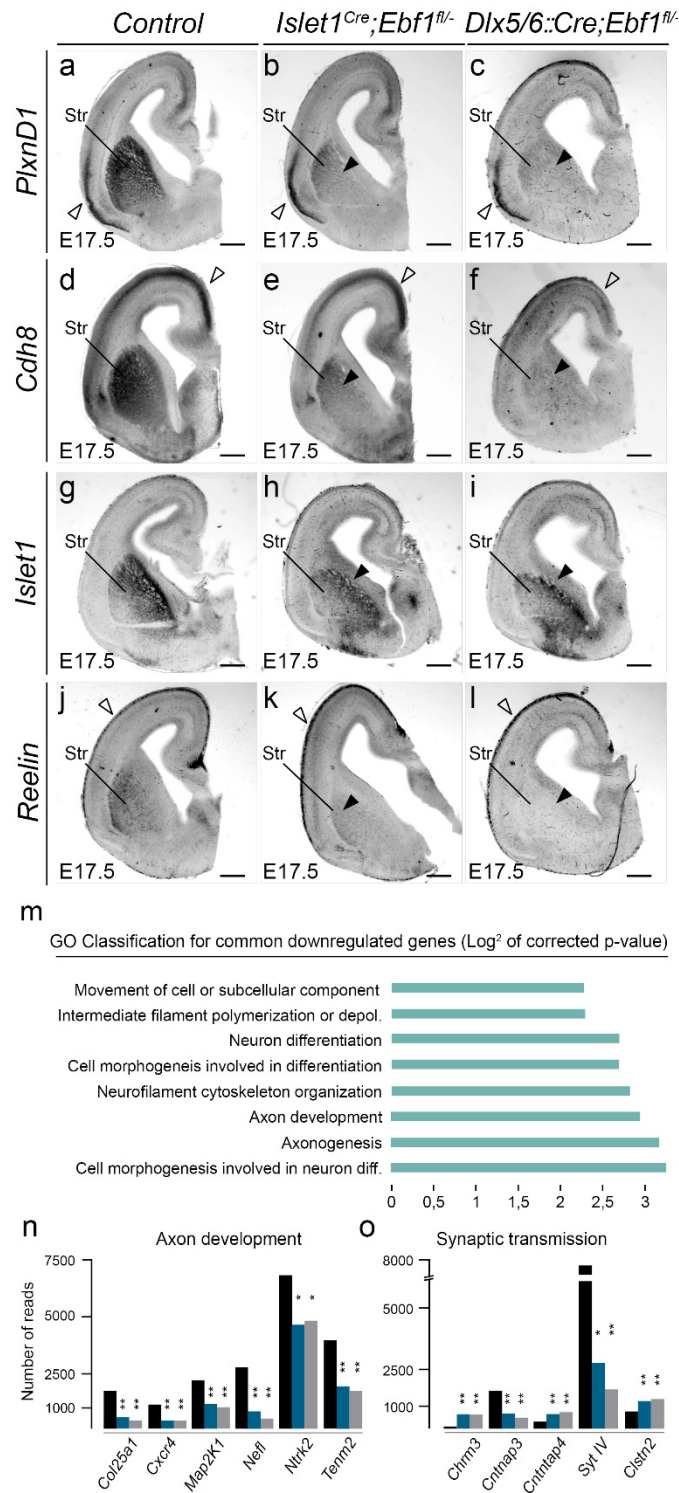

**Figure S4. Modification of gene expression in *Ebf1* cKO**

(a-l) *In situ* hybridization of selected genes from the RNAseq analysis shows a specific reduction in striatal expression (solid arrowhead) and preserved expression in other forebrain regions (open arrowheads) in E17.5 *Islet1<sup>Cre</sup>;Ebf1<sup>fl/-</sup>* and *Dlx5/6::Cre;Ebf1<sup>fl/-</sup>*

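Of 10077 tested genes with a mean normalized count above 300 over the 9 embryos, 4 were lower with an adjusted p below 0.005 in embryos labelled Islet1Cre;Ebf1fl/− and 32 in those labelled Dlx5/6::Cre;Ebf1fl/−. In both comparisons 4 genes passed, Odc1, Sox8, Lmo2 and Tenm2. The count of Odc1 is uncertain, as 16.6% of its windows of 75 bp also occur in transcripts of other genes. The number depended on the test. DESeq2's Wald test gave 78 genes at the same thresholds, and edgeR gave 76 at an adjusted p below 0.05 with no minimum count. With the replicate number as a block, 2 genes passed in edgeR, and with the embryo code prefix as a covariate 0, where 177 were lower in both at an unadjusted p below 0.05. The Gene Ontology enrichment itself was not analysed here.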

mutants (n=3 for each condition). **(m-o)** Gene Ontology (GO) analysis for genes downregulated in RNA-seq screening of *Islet1<sup>Cre</sup>;Ebf1<sup>fl/-</sup>* and *Dlx5/6::Cre;Ebf1<sup>fl/-</sup>* embryos, compared to controls (>300 reads on average, adj. p<0.005), highlight dramatic alteration in genes associated with axon development (n) and synaptic transmission (o). Statistical comparison performed with DESeq 1.8.3 (see methods section); \*indicates adjusted p-value <0.05: \*\* adjusted p-value<0.001. Scale bar equals 400  $\mu$ m. Str, striatum.

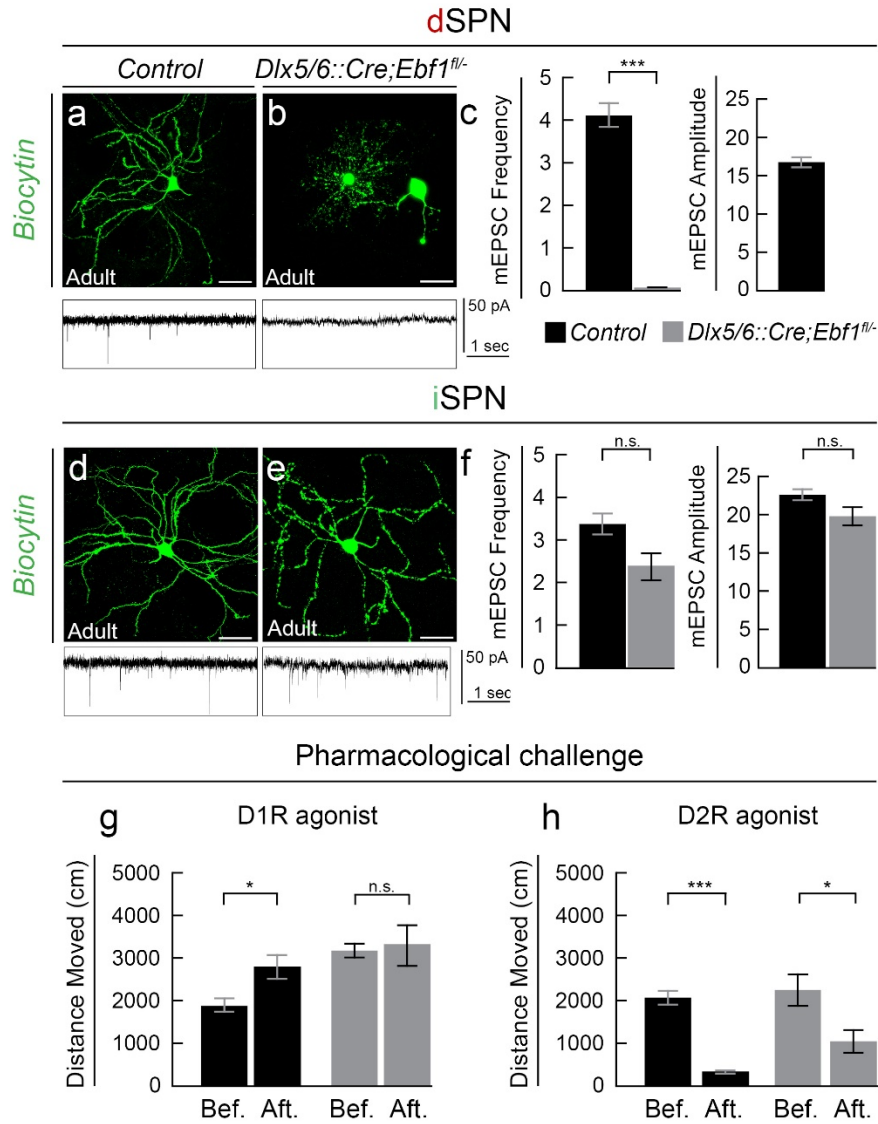

**Figure S5. Indirect pathway activity is preserved in *Dlx5/6::Cre;Ebf1<sup>fl/-</sup>* mice**

**(a-c)** Patch-clamp recordings of dSPN in acute slices obtained from control (33 cells) and *Dlx5/6::Cre;Ebf1<sup>fl/-</sup>;Drd2-EGFP* (14 cells) adult mice highlight a drastic decrease of mEPSC frequency in mutants (sample tracks in a-b, quantification of mEPSC in c). **(d-f)** Conversely, iSPN recorded in controls (27 cells) and *Dlx5/6::Cre;Ebf1<sup>fl/-</sup>;Drd2-EGFP* (13 cells) slices show no relevant differences in mEPSC amplitude and frequency. mEPSC amplitudes could not be quantified in mutant dSPN because of the extremely low number of events recorded. Results are presented as mean values  $\pm$  s.e.m. **(g-h)** Pharmacological challenge of adult *Dlx5/6::Cre;Ebf1<sup>fl/-</sup>* mice show no response to D1R agonist SKF38393 (g) but normal

reaction to D2R agonist quinpirole (h), as shown by measurement of total distance travelled in 10 minutes in open field before (Bef.) and 40 minutes after (Aft.) injection of either drug ( $n_{\text{control}}=8$  and  $n_{\text{ckO}}=8$ ). Results are presented as mean values  $\pm$  s.e.m. Two-tailed non-parametric Mann-Whitney U test was used for statistical comparison. \* indicates p-value  $<0.05$ , \*\*\*p-value  $<0.0001$ .

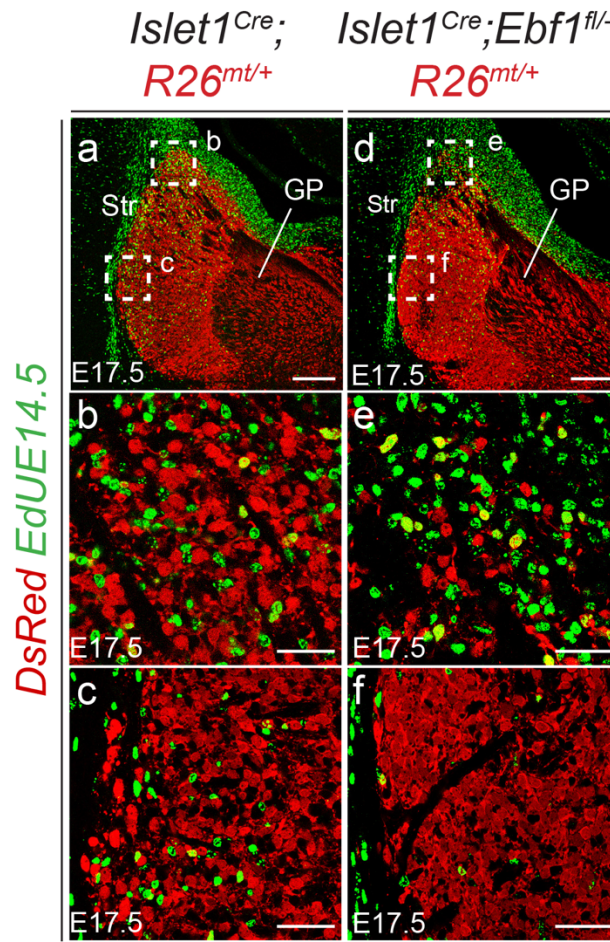

**Figure S6. Progression of late-born iSPN in the striatum is impaired in *Ebf1* cKO**

(a-f) Coronal striatal hemisections in E17.5 *Islet1<sup>Cre</sup>;Ebf1<sup>fl/-</sup>;R26<sup>mt/+</sup>* and control *Islet1<sup>Cre</sup>;R26<sup>mt/+</sup>* littermates injected with 5-ethynyl-2'-deoxyuridine (EdU) at E14.5. Distribution of matrix iSPN (*EdUE14<sup>+</sup>* and *tdTomato<sup>-</sup>*) is altered in cKO, with more cells located dorsally (b,e) and less ventrally (c-f) indicating a delay in iSPN migration (n=3 for each condition). Scale bars equal 200  $\mu$ m (a,d), 50  $\mu$ m (b,c,e,f). GP, globus pallidus; Str, striatum.

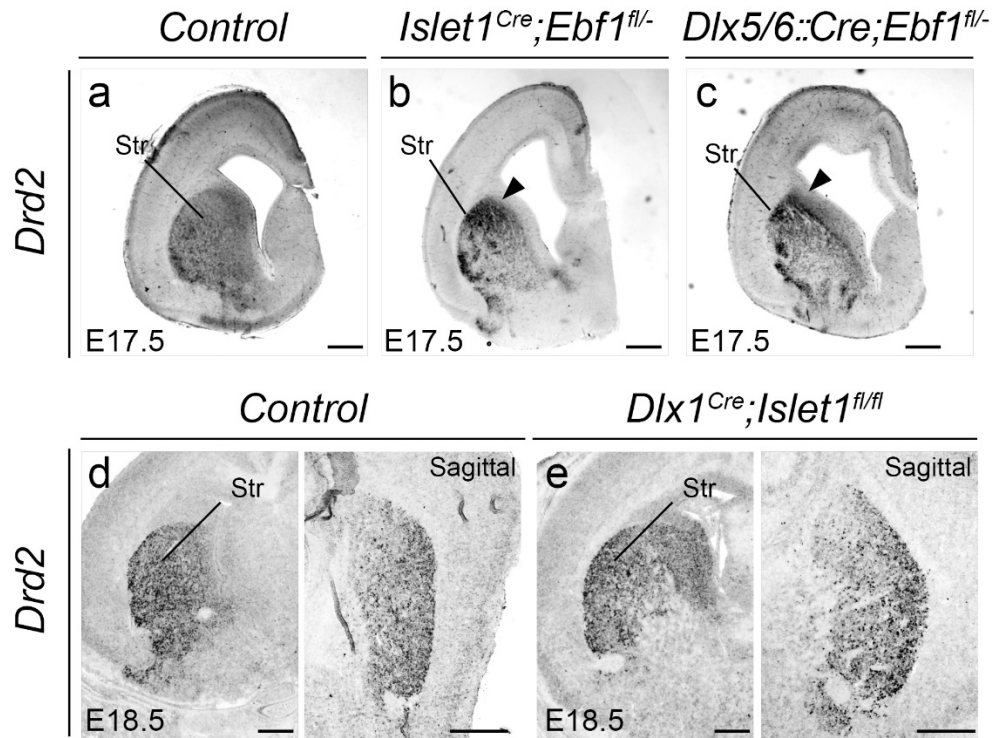

**Figure S7. iSPN distribution phenotype is specific to *Ebf1* cKO**

**(a-c)** Coronal striatal hemisections of E17.5 control, *Islet1<sup>Cre</sup>;Ebf1<sup>fl/-</sup>* and *Dlx5/6::Cre;Ebf1<sup>fl/-</sup>* brains. The distribution of Drd2 is dramatically altered in cKO with a clear accumulation in the dorsal part of the striatum (arrowhead) (n=3 for each condition). **(d-e)** Coronal and sagittal striatal hemisections of E18.5 control and *Dlx1<sup>Cre</sup>;Islet1<sup>fl/fl</sup>* brains. The distribution of Drd2 is not dramatically altered indicating that dSPN control of iSPN migration and intermix depends specifically on *Ebf1* expression (n=3 for each genotype). Scale bar equals 400 μm. Str, striatum.

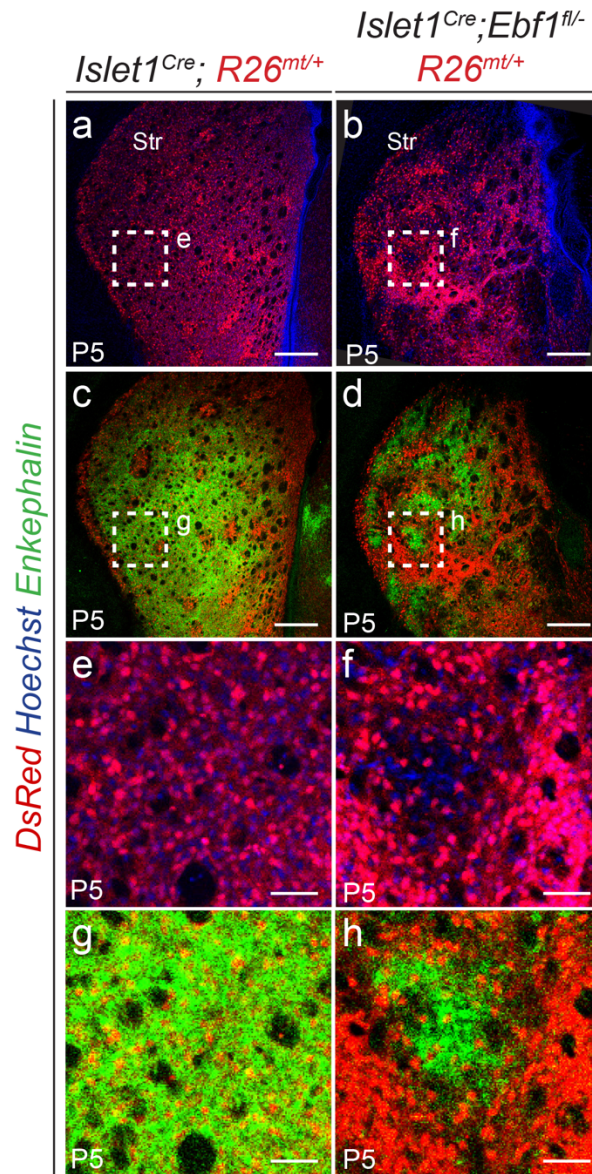

**Figure S8. Defective distribution of dSPN in the postnatal matrix of *Ebf1* cKO**

**(a-h)** Coronal striatal hemisections in P5 *Islet1*<sup>Cre</sup>;*Ebf1*<sup>fl/-</sup>;*R26*<sup>mt/+</sup> and control *Islet1*<sup>Cre</sup>;*R26*<sup>mt/+</sup> mice. dtTomato+ dSPN distribution is altered in the cKO (a-b and c-d) as these cells form aggregates in Enkephalin-poor areas (f,h) instead of being homogeneously distributed in the Enkephalin<sup>high</sup> matrix (e,g) (n=3 for each condition). Scale bar equals 200  $\mu$ m (a-d), 50  $\mu$ m (e-h).

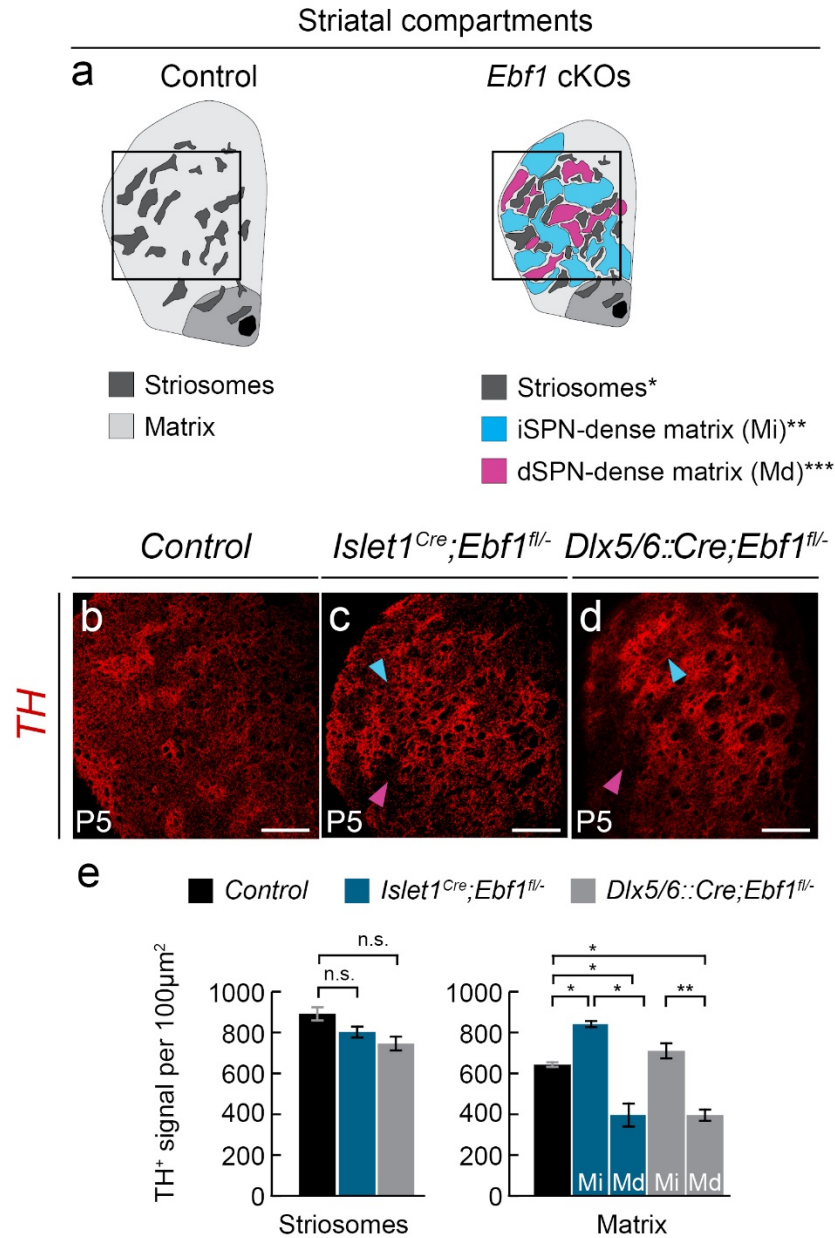

**Figure S9. *Ebf1* deletion affect dopaminergic input to the striatum**

Schematic representation of striatal compartments at P5 in controls and *Ebf1*. In controls, striosomes are defined by high levels of DARPP32 expression (DARPP32<sup>high</sup>) and the matrix by high levels of Enkephalin expression (Enk<sup>high</sup>). In *Ebf1* cKOs the matrix is parcelled into DARPP32<sup>low</sup>;Enk<sup>high</sup> areas, enriched in iSPN (iSPN-dense matrix or Mi, cyan arrowheads in (c) and (d)) and DARPP32<sup>low</sup>;Enk<sup>low</sup> areas populated by dSPN (dSPN-dense matrix or Md, magenta arrowheads in (c) and (d)). **(b-e)** TH<sup>+</sup> dopaminergic inputs were not significantly

different in striosomes between controls (b) and either *Islet1<sup>Cre/+</sup>;Ebf1<sup>fl/-</sup>* (c, p=0.17) and *Dlx5/6::Cre;Ebf1<sup>fl/-</sup>* (d, p=0.11) mice, as quantified in (e). Conversely, iSPN-rich (i) matrix receives significantly more input compared to control matrix (p=0.02 for *Islet1<sup>Cre/+</sup>;Ebf1<sup>fl/-</sup>* and p=0.04 for *Dlx5/6::Cre;Ebf1<sup>fl/-</sup>*), while dSPN-rich (d) matrix receives significantly less dopaminergic innervation compared to both control matrix (p=0.01 for *Islet1<sup>Cre/+</sup>;Ebf1<sup>fl/-</sup>* and p=0.02 for *Dlx5/6::Cre;Ebf1<sup>fl/-</sup>*) and to iSPN-rich regions (p=0.01 for *Islet1<sup>Cre/+</sup>;Ebf1<sup>fl/-</sup>* and p=0.003 for *Dlx5/6::Cre;Ebf1<sup>fl/-</sup>*). This indicates that matrix dSPN are not properly innervated by dopaminergic input in *Ebf1*cKOs. Results are presented as mean values  $\pm$  s.e.m. Two-tailed non-parametric Mann-Whitney U test was used for statistical comparison. \* indicates p-value <0.05, \*\* p-value <0.01. Scale bar equals 250  $\mu$ m.

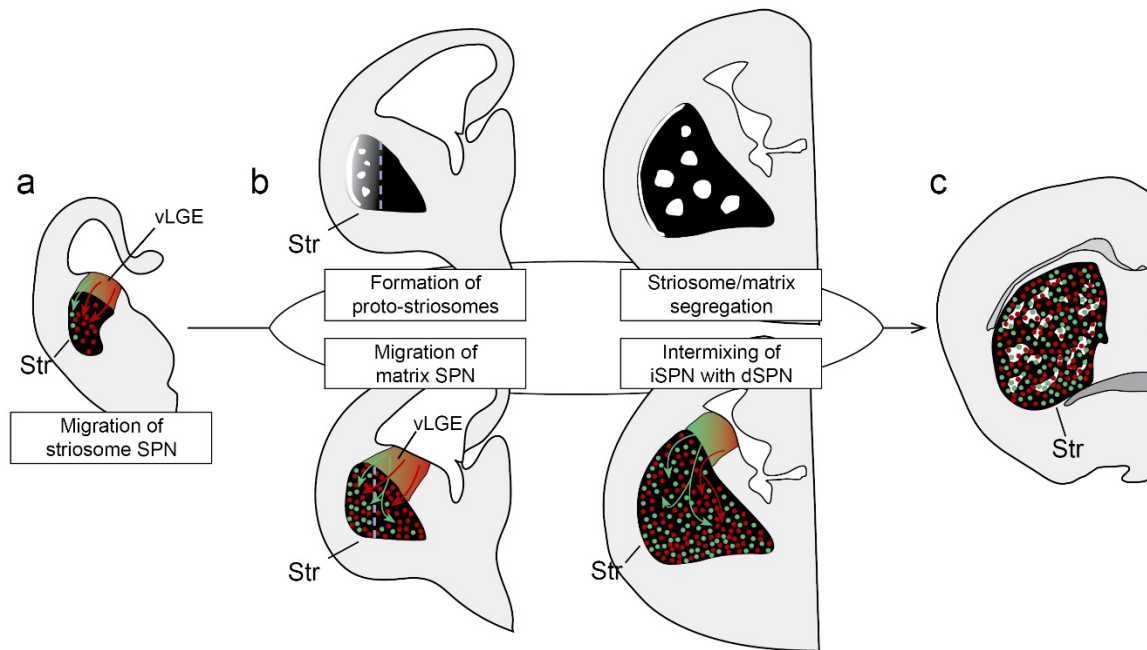

**Figure S10. Working model for the development of striatal mosaic**

(a) During the earliest stages of striatal development (up to around E13), fate-committed dSPN (mostly) and iSPN that will form striosomes migrate in the striatal anlage. (b) At mid striatogenesis, presumptive striosomes containing early-born SPN start forming in the lateralmost part of the striatum, while the structure progressively expands by virtue of the migration of later-born dSPN and iSPN that will form the striatal matrix. In the medial part of the striatum, initially containing mostly dSPN, iSPN migrating from the LGE SVZ intermix with dSPN. In parallel, early-born and late-born SPN segregate from each other to form striosome and matrix compartments. (c) After birth, intrastriatal migration stops, followed by the refinement of intra and extra striatal connectivity. Str, Striatum; SVZ, subventricular zone; vLGE, ventral part of the lateral ganglionic eminence.

# Supplementary material for: Active intermixing of indirect and direct neurons builds the striatal mosaic
**Source:** Nat Commun. 2018 Nov 9;9:4725. doi: 10.1038/s41467-018-07171-4
**Supplement:** Supplementary file 8 — Description of Additional Supplementary Files

**Title:** Supplementary Movie 1
**Description:** This movie is a 240-minutes video recording of a E15.5 Drd2-EGFP+ coronal acute slice showing multidirectional migration of GFP+ iSPN within the striatum and is representative of the different videos used to analyze iSPN migration in Figure 3. Each frame in the video is obtained by stacking 100 z-frames taken at a 1μm interval; stacks were imaged every 6 minutes.

**Title:** Supplementary Movie 2.
**Description:** This movie is another example of 240-minutes video recording of a E15.5 Drd2- EGFP+ coronal acute slice showing multidirectional migration of GFP+ iSPN within the striatum, and is representative of the different videos used to measure iSPN migration in Figure 7. Each frame in the video is obtained by stacking 100 z-frames taken at a 1μm interval; stacks were imaged every 6 minutes.

**Title:** Supplementary Movie 3.
**Description:** This movie is a 240-minutes video recording of a E15.5 Islet1Cre/+; Ebf1fl/-; Drd2- EGFP+ coronal acute slice showing multidirectional migration of GFP+ iSPN with reduced speed compared to controls, and is representative of the different videos used to measure iSPN migration in Figure 7. Each frame in the video is obtained by stacking 100 z-frames taken at a 1μm interval; stacks were imaged every 6 minutes.

**Title:** Supplementary Movie 4.
**Description:** This movie is a 240-minutes video recording of a E15.5 Dlx5/6::Cre; Ebf1fl/-; Drd2- EGFP+ coronal acute slice showing multidirectional migration of GFP+ iSPN with reduced speed compared to controls, and is representative of the different videos used to measure iSPN migration in Figure 7. Each frame in the video is obtained by stacking 100 z-frames taken at a 1μm interval; stacks were imaged every 6 minutes.

**Title:**  Supplementary Data 1
**Description:** Table contains the result of differential analysis for gene expression in control versus Islet1Cre;Ebf1fl/- conditions. The analysis of raw FASTQ files (obtained from Illumina sequencer) was performed using the Eulsan pipeline. The columns of the expression file are described below.

**Title:** Supplementary Data 2
**Description:** This table contains the result of differential analysis for gene expression in control versus Dlx5/6::Cre;Ebf1fl/- conditions. The analysis of raw FASTQ files (obtained from Illumina sequencer) was performed using the Eulsan pipeline.

How the deposited data were processed for this re-analysis (not part of the article)

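Striatal RNA of 9 mouse embryos at E17.5 was examined, 3 labelled Control, 3 labelled Islet1Cre;Ebf1fl/− and 3 labelled Dlx5/6::Cre;Ebf1fl/−, each sequenced as 1 library. The genotype and the replicate number of each embryo were taken from the sample labels, and the genotypes match the 3 groups of 3 brains given in the paper. The authors deposited counts, whole numbers of reads per Ensembl gene without normalization. According to the paper, the authors made these counts with the Eoulsan pipeline: they filtered the reads, mapped them with STAR 2.4.0k, removed alignments that matched more than 1 position, and counted the rest on genes of Ensembl 81 with HTSeq-count 0.5.3, before normalizing and testing them with DESeq 1.8.3. Removing reads that match more than 1 position lowers the counts of genes with near-identical copies. Of the windows of 75 bp in the transcripts of each of the 41 named genes, at most 2.03% also occurred in transcripts of another gene. The normalized values of the authors were not used here.
From the counts, edgeR 4.0.16 in R 4.3.3 was run on all 9 samples in 1 fit with 3 genotype groups. Genes were kept by filterByExpr with its minimum count of 10, libraries were scaled by TMM, and 2 comparisons with the controls and 1 between the mutants were made with the quasi-likelihood test. A gene was counted as changed at a Benjamini-Hochberg adjusted p value below 0.05, the threshold of the legend of Fig. 4. The standard error is the size of the log2 fold change divided by the square root of the F statistic, and the 95% interval uses the t distribution with the degrees of freedom of the fit. Normalized counts are counts divided by the size factors of DESeq2 1.42.0. Gene names, positions and biotypes come from GENCODE M21 on GRCm38, in which 44048 of 44886 gene identifiers were found.
The named genes were those shown in Fig. 4h–k and Supplementary Fig. 4n–o, Ebf1, and by rule up to 5 genes higher and 5 lower in both mutants with the largest mean change. These had to pass the threshold in both, have every mutant embryo on the same side of every control and a mean normalized count of at least 100, and 7 genes were not already among those of the paper. A further rule for genes that differ between the mutants named none.
Totals of counts on genes ran from 16.5 to 41.5 M per embryo. The library labelled Islet1Cre;Ebf1fl/− replicate 3 had the smallest, so low genes are least precise there. With 3 embryos per genotype an exact permutation test of a single gene cannot reach 0.05, and the spread was therefore shared across genes by edgeR.
Embryos share the numbers 1 to 3 between genotypes in their sample titles, and the paper's text does not describe them as paired. A block for these numbers was fitted as an alternative. The other alternatives were DESeq2's Wald test, its size factors within edgeR, no filter or a stricter filter on low counts, only the 6 samples of a comparison, the prefix of the embryo code as a covariate, each embryo left out in turn, Spearman's rho in place of Pearson's r, different control embryos for each mutant, TMM-scaled counts and other thresholds for the genes of Supplementary Fig. 4.
The edgeR step was tested on simulated data for 15861 genes with 200 changed by known amounts. It recovered 93.5% of these, with 3.61% of its calls false, whereas DESeq2 recovered 96% with 11.5% false. The changed genes had a mean normalized count above 100 and changed alike in both mutants. Their spread was drawn from edgeR's own estimates. Changes as small as those of many genes called here, such as Foxp1, were not simulated. The rates therefore do not carry over to the real lists and do not rank the tools on them. Gene Ontology enrichment was not analysed here.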

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

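The tests of directions within each embryo code, of the sex of the embryos, of cortical markers as a covariate and of the share of the counts in 10 genes were chosen only after the result was seen. The 7 genes below passed the threshold in both mutants, belong to the 5 higher and 5 lower genes with the largest mean change among those with a mean normalized count of at least 100 and all 6 mutant embryos on the same side of the 3 controls, and are not shown in Fig. 4 or Supplementary Fig. 4, unlike the other 3, Chrm3, Nefl and Col25a1. Directions are those of the genotype labels, which Ebf1 counts do not check.
Avpr1a, a vasopressin receptor gene, rose by 2.47 on the log2 scale in embryos labelled Islet1Cre;Ebf1fl/− and by 2.32 in those labelled Dlx5/6::Cre;Ebf1fl/− (adjusted p = 0.0222 and 0.0150 by edgeR). Adcy8 rose by 2.23 and 2.43, Gfra1 by 2.23 and 2.39, and Stk32a by 1.77 and 2.00. Atp6ap1l changed by −2.48 and −4.70, Rgs4 by −1.56 and −2.40, and Lmo2 by −1.66 and −2.13. Atp6ap1l did not pass in the Islet1Cre;Ebf1fl/− comparison with the replicate number as a block (adjusted p = 0.0616 by edgeR), nor did Avpr1a in the Dlx5/6::Cre;Ebf1fl/− comparison with only its 6 samples (adjusted p = 0.0539 by edgeR). Of 9 fits that each left out 1 embryo, the call labelled Islet1Cre;Ebf1fl/− was lost in 6 for Rgs4, 5 for Avpr1a, 4 for Atp6ap1l, 3 for Adcy8 and 2 for Stk32a, and the call labelled Dlx5/6::Cre;Ebf1fl/− in 3 for Avpr1a, while Gfra1 and Lmo2 kept both calls in all 9. Avpr1a, Adcy8 and Stk32a had few counts in controls, 34.6 ± 18.1, 42.9 ± 8.97 and 56.6 ± 14.9 normalized counts, so the size of their increase is less certain than its direction.
Several technical explanations apply to these genes as to all genes changed in both mutants. Library size was weighed by thinning every library to the smallest total, which left 133 common genes. Correction for GC content and gene length left 147, 136 of them common before, and moved log2 fold changes by a median of 0.0220 and 0.0366. The mean share taken by the 10 genes with most counts differed from that of the controls by at most 0.0880 percentage points in a mutant genotype. Size factors moved by at most 0.014% without these genes, which is not informative, since TMM trims extreme genes. Genes within 10 Mb of Ebf1 were past the threshold no more often than others (2 of 128 against 400 of 16130, one-sided Fisher's exact p = 0.829), which gives no sign that passenger variants linked to Ebf1 account for the lists as a whole. The 2 genes were Ccnjl and Tenm2, and for Tenm2 itself, a gene of Supplementary Fig. 4, a linked variant was not excluded. None of the common genes was Xist or Y-linked (0 genes), which cannot decide whether the sex of the embryos played a part. Among the controls only replicate 2 had almost no Xist, with 4 counts, so these genes could hardly separate controls from mutants. Other genes that differ by sex were not tested. All 169 genes called between the embryos labelled Islet1Cre;Ebf1fl/− and the 2 controls whose code begins with IE kept their direction between the embryos labelled Dlx5/6::Cre;Ebf1fl/− and the other control (100%), although with the prefix as a covariate 17 common genes were left, Lmo2 and Atp6ap1l among them, while the other 5 genes did not pass in both. Their log2 fold changes stayed close in that fit, 2.41 and 2.45 for Avpr1a, 2.17 and 2.56 for Adcy8, 2.37 and 2.15 for Gfra1, 1.71 and 2.15 for Stk32a and −1.49 and −2.52 for Rgs4, and Adcy8, Gfra1 and Stk32a passed in the Islet1Cre;Ebf1fl/− comparison. Reads shared with near-identical copies do not apply, since 0 windows of 75 bp of the 7 genes occur in transcripts of other genes. When the controls and 1 mutant genotype exchanged embryos in splits of their 6 samples, at most 2 genes passed, so a label exchanged between a control and a mutant does not account for the lists. Exchanged labels between the mutants were not excluded. Cortical tissue in the dissected striata was not ruled out for the whole lists: 0 of 11 cortical marker genes passed the threshold, 6 had an unadjusted p below 0.05 in embryos labelled Dlx5/6::Cre;Ebf1fl/− and 0 in those labelled Islet1Cre;Ebf1fl/−, and all 11 were higher in embryos labelled Dlx5/6::Cre;Ebf1fl/−, by 0.55 to 2.72, against 2 of 11 in those labelled Islet1Cre;Ebf1fl/−. For the 7 genes it does not account for the changes: with the mean log2 expression of the markers as a covariate, all 7 passed in both comparisons and each kept at least 85.9% of its log2 fold change. In that fit 189 genes were common to both comparisons, against 147 without the covariate. Together with the 2 of 11 markers higher in embryos labelled Islet1Cre;Ebf1fl/−, this argues against cortical tissue as the source of the common genes as a set. How many of the 147 were among the 189 was not counted. The genes called only in embryos labelled Dlx5/6::Cre;Ebf1fl/− are not covered by this. A response to the loss of Ebf1 may be a candidate explanation but was not shown.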

How the results depend on the processing

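The alternatives were chosen before the data were examined. Counts are genes with an adjusted p value below 0.05, given for the comparison labelled Islet1Cre;Ebf1fl/−, that labelled Dlx5/6::Cre;Ebf1fl/− and both, and shares are of the first and the second list that were common. Without any alternative these were 159, 392 and 147 genes, 92.5% and 37.5%, with 0 genes between the mutants (844 at an unadjusted p below 0.05), r = 0.630 and 4 genes at the threshold of Supplementary Fig. 4. The cause of the changes below was not tested.
With DESeq2's Wald test the counts were 395, 860 and 334 genes, the shares 84.6% and 38.8%, with 18 genes between the mutants, r = 0.550 and 78 genes at the Supplementary Fig. 4 threshold. With no filter on low counts they were 311, 708 and 272 genes and 87.5% and 38.4%, with 13 between the mutants, r = 0.496 and 61 genes. With at least 10 counts required in every sample the counts stayed close, 145, 375 and 134 genes and 92.4% and 35.7%, while r was 0.715 and 0 genes passed the Supplementary Fig. 4 threshold, where 4 had passed (at an unadjusted p below 0.05, 324 genes with a mean above 300 were lower in both, and 721 differed between the mutants). With DESeq2's size factors in edgeR they were 158, 396 and 146 genes, r = 0.630 and 5 genes.
With only the 6 samples of each comparison the counts were 259, 181 and 116 genes, the shares 44.8% and 64.1%, with 2 between the mutants, r = 0.699 and 3 genes at the Supplementary Fig. 4 threshold. The shares thus changed places, and the longer list was then that labelled Islet1Cre;Ebf1fl/−. With the replicate block the counts were 143, 363 and 132 genes, the shares 92.3% and 36.4%, r = 0.647 and 2 genes, with 0 between the mutants (737 at an unadjusted p below 0.05). With the embryo code prefix as a covariate they were 61, 32 and 17 genes, 27.9% and 53.1%, with 1 between the mutants, r = 0.383 and 0 genes at the Supplementary Fig. 4 threshold (177 lower in both at an unadjusted p below 0.05). Prefix and genotype are partly confounded, so that this fit rests on few embryos. With different controls for each mutant the median r was 0.309, Spearman's rho was 0.593, and at an adjusted p below 0.05 with no minimum count 76 common genes were lower.
Across the 9 fits that each left out 1 embryo, the counts ran from 15 to 397, from 143 to 613 and from 15 to 316 genes, the shares from 74.8 to 100% and from 4.93 to 51.5%, the genes between the mutants from 0 to 4 (at an unadjusted p below 0.05 from 492 to 1225), r from 0.545 to 0.683 and the genes at the Supplementary Fig. 4 threshold from 0 to 28 (at an unadjusted p below 0.05 from 229 to 403). Each of these fits also had fewer embryos, so a call lost in it need not rest on the embryo left out. The highest counts of genes came without replicate 1 labelled Dlx5/6::Cre;Ebf1fl/−. Depth was lowest in replicate 3 labelled Islet1Cre;Ebf1fl/−, and thinning all libraries to it left 133 common genes.
Of the log2 fold changes of the 41 named genes in both comparisons, 78 of 82 kept direction and side of the threshold with DESeq2 (0 weaker and 4 stronger), and all 82 with its size factors in edgeR. With no filter 0 weaker and 6 stronger results were found, with 6 samples 5 weaker and 2 stronger, with the block 2 weaker and 4 stronger and with the prefix 22 weaker and 0 stronger, and 1 result reversed in each of these 4 settings. Of 738 results with 1 embryo left out, 89 were weaker, 7 stronger and 14 reversed. The following changed sign. With the prefix, Drd2 changed by −0.11 in the comparison labelled Dlx5/6::Cre;Ebf1fl/−. For Isl1 in that labelled Islet1Cre;Ebf1fl/−, the value was 0.00017 with no filter, 0.0029 with 6 samples and 0.00062 with the replicate block. When 1 embryo was left out, values in the comparison labelled Islet1Cre;Ebf1fl/− ran from −0.096 to 0.10 for Adora2a, −0.031 to 0.22 for Drd2, −0.16 to 0.053 for Sp9, −0.010 to 0.17 for Six3, −0.076 to 0.10 for Foxp2 and −0.080 to 0.12 for Isl1, and in that labelled Dlx5/6::Cre;Ebf1fl/− from −0.0073 to 0.41 for Penk. Of 123 group means of normalized counts, 4 moved by more than 1 SD with TMM in place of DESeq2's size factors.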

Differences from the paper's values

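The values that could be compared with the paper's were close. The 55 log2 fold changes read from Supplementary Data 1 and 2 were within 0.0582 of those found here, and none of 45 mean counts read by eye from Fig. 4 differed by more than the SD and more than 1.5 times. These 45 counts were read with the values found here in view, so their comparison was not blind. Supplementary Data 2 lists 438 genes with an adjusted p below 0.05 as the paper's, against 392 here. Supplementary Data 1 was read incompletely and its number of genes was not used here.
The paper describes the genes of generic SPN identity as not significantly altered in both mutants, and the legend of Fig. 4 calls them unaffected. Here 0 of 5 passed in both. Foxp1, however, was lower in embryos labelled Dlx5/6::Cre;Ebf1fl/− (log2 fold change −0.53, adjusted p = 0.0305 by edgeR), as Fig. 4h also marks. The paper's table gives it an adjusted p of 0.0128 by DESeq, so this gene departs from that description. Foxp1 did not pass with only the 6 samples, with the embryo code prefix as a covariate, and in 7 of the 9 fits that left out 1 embryo. It passed with DESeq2's Wald test, with its size factors in edgeR, with no filter or a stricter filter, and with the replicate block. Of 37 comparisons marked as significant in Fig. 4h–k and Supplementary Fig. 4n–o, 33 passed 0.05 here and 4 did not, all in embryos labelled Islet1Cre;Ebf1fl/−. Chrm4 had an adjusted p of 0.0762 by edgeR against 3.6e-04 in the paper's table. It passed with DESeq2's Wald test, with no filter on low counts, with only the 6 samples, and without replicate 3 labelled Islet1Cre;Ebf1fl/− or replicate 1 labelled Dlx5/6::Cre;Ebf1fl/−. Cntnap3 had 0.0562 against the paper's 0.00232, and passed under the same settings and with the replicate block. Reln had 0.209, where the paper's table gives 0.345 and Fig. 4k marks it, and passed with no filter, with the block and without replicate 3 labelled Islet1Cre;Ebf1fl/−. Syt4 had 0.0680, where the paper's table gives 0.322 and Supplementary Fig. 4o marks it, and passed with DESeq2's Wald test, with no filter, with the block, and without replicate 3 labelled Islet1Cre;Ebf1fl/− or replicate 1 labelled Dlx5/6::Cre;Ebf1fl/−. Of 32 comparisons marked with the stricter level of 0.001, 3 passed that level here, 31 with DESeq2's Wald test, 29 with no filter on low counts, 5 with DESeq2's size factors in edgeR, and at most 12 under every other setting.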

Other observations

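The tests on Ebf1, on genes that follow the embryo code, on Xist and Y-linked counts, on single embryos, and of other splits for r and for the genes of Supplementary Fig. 4 were chosen only after the result was seen. Conclusions about the genotypes rest on the labels, which Ebf1 counts do not check.
The numbers of genes past the threshold were compared with other splits of the same embryos. For the controls and the embryos labelled Islet1Cre;Ebf1fl/−, 1 of 10 splits gave as many genes, the real split, and the largest other gave 2 genes. For the controls and the embryos labelled Dlx5/6::Cre;Ebf1fl/−, 1 of 10 did so and the largest other gave 1. Of the 4 splits that part all same-numbered pairs, 1 and 1 gave as many, and the other 6 part 1 pair. With 10 splits the share cannot be below 0.1, so these counts cannot be told apart from chance by splits alone. Between the mutants, where 0 genes passed (844 at an unadjusted p below 0.05), 10 of 10 splits and 4 of the 4 parting all pairs gave as many, which shows nothing, since no split can give fewer than 0. For the genes common to both mutants, 2 of 100 splits of the 9 embryos into 3 groups gave as many genes, drawn from the 108 splits in which each group holds 1 embryo of each number, and the median of the others was 0. The other split with as many, 151 genes, kept the 3 controls and exchanged embryos between the mutants. Fold changes of the mutants still correlated when each had different controls, with a median r of 0.309. Of the same 100 splits, however, 20 gave an r of at least 0.630, the highest 0.791. In 17 of the 19 splits other than the real one, replicate 1 labelled Dlx5/6::Cre;Ebf1fl/− was in the group that served as control, as in 33 of all 99, so an r of this size may also arise from a single embryo that stands apart in a shared control group. At the threshold of Supplementary Fig. 4, 1 of the 100 splits gave as many lower genes, the real one, and the largest other gave 3.
Ebf1 counts were not lower in embryos labelled as mutants, which the paper states were genotyped by PCR. Group means computed from the labels equal those in the paper's supplementary tables within a median of 6.4e-05%, so the labels are the authors' own grouping, which does not check the labels themselves. Ebf2 and Ebf3 together had 0.107% of the counts of Ebf1, so reads of these paralogs do not explain its level. A transcript that persists without giving protein may be a candidate explanation, as the paper reports absence of the protein, but it was not tested.
Tuba1c followed the embryo code and not the genotype. It had 1985 normalized counts in the control whose code begins with D and between 1709 and 2097 in embryos labelled Dlx5/6::Cre;Ebf1fl/−, against 80.2 to 109 in the 5 embryos whose code begins with IE. In all, 5 genes separated the embryos in this way by more than 1 log2 unit, against 0 and 0 when either other control took that place, and none of them was common to both mutants. Of these genes 4 have a symbol, Tuba1c, Gm14150, Gm15920 and Gm9855, and at least 48.9% of the windows of 75 bp in each occur in transcripts of another gene. Tuba1c shares windows with Gm14150. A strain variant that decides which of several near-identical copies a read is assigned to may explain the pattern, and a difference between colonies and reads shared between copies remain as explanations together. According to the paper, the Islet1Cre line was kept on a B6D2F1/J background and the Dlx5/6::Cre line on C57/Bl6. What the embryo code marks is not stated.
Replicate 3 labelled Islet1Cre;Ebf1fl/− held 1369 counts of 4 Y-linked genes, 66.4% of the level in Control replicate 2 after scaling to library size, together with 245 CPM of Xist. Control replicate 3 held both as well, with Y-linked counts at 7.78% and 396 CPM of Xist. The other libraries with Xist held at most 0.0984%, so reads assigned to the wrong library during sequencing are an unlikely source. The shares of the Y-linked genes differed from Control replicate 2 by at most 1.63 percentage points in replicate 3 labelled Islet1Cre;Ebf1fl/− and by up to 6.16 in Control replicate 3, which had 307 Y-linked counts. RNA of a male embryo would give such shares alone or in a mixture, so they do not settle whether RNA of embryos of both sexes was in these libraries. The presence of both Xist and Y-linked counts leaves open that both libraries hold RNA of another embryo as well. Control replicate 3 is also the only control whose code begins with D. No biological explanation was tested.
The same replicate 3 lay closer to the controls. On the axis from the controls to the embryos labelled Dlx5/6::Cre;Ebf1fl/−, set by 69 higher and 112 lower genes chosen without it, it sat at 70.4% and 47.4%, against 89.5% and 85.1% for replicate 1 and 79.8% and 79.7% for replicate 2. The smaller gap to the nearer replicate was 9.41 percent of the axis. RNA of a control embryo in the library may be a source, and a weaker effect in that embryo cannot be told apart from it.
Replicate 1 labelled Dlx5/6::Cre;Ebf1fl/− stood apart from the other embryos, at 68.2 on the first principal component, which holds 30.1% of the variance, where the others lay between −21.7 and 5.98. All 11 cortical marker genes were highest in it, with a median log2 difference of 1.87 from the other embryos, at percentile 100 of 10000 random lists of the same size and expression. Cortical tissue in that dissection is a candidate explanation, from 1 embryo. The same library had 4059.6 normalized counts of Sp9, and its removal raised the number of common genes to 316.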
